# Single-cell methylation analysis of brain tissue prioritizes mutations that alter transcription

**DOI:** 10.1016/j.xgen.2023.100454

**Published:** 2023-12-04

**Authors:** Jonathan Flint, Matthew G. Heffel, Zeyuan Chen, Joel Mefford, Emilie Marcus, Patrick B. Chen, Jason Ernst, Chongyuan Luo

**Keywords:** inbred mouse strains, hippocampus, methylation, variant function

## Abstract

Relating genetic variants to behavior remains a fundamental challenge. To assess the utility of DNA methylation marks in discovering causative variants, we examined their relationship to genetic variation by generating single-nucleus methylomes from the hippocampus of eight inbred mouse strains. At CpG sequence densities under 40 CpG/Kb, cells compensate for loss of methylated sites by methylating additional sites to maintain methylation levels. At higher CpG sequence densities, the exact location of a methylated site becomes more important, suggesting that variants affecting methylation will have a greater effect when occurring in higher CpG densities than in lower. We found this to be true for a variant’s effect on transcript abundance, indicating that candidate variants can be prioritized based on CpG sequence density. Our findings imply that DNA methylation influences the likelihood that mutations occur at specific sites in the genome, supporting the view that the distribution of mutations is not random.

## Highlights

• Density of CpG sequence is not linearly correlated with methylation rates
• Regions of low- and high-density CpG sites differ in their methylation conservation
• DNA mutations in high, but not low, CpG density regions affect RNA abundance
• Mutations contributing to RNA abundance are enriched in active enhancers

## Introduction

Heritable effects on behavior in inbred mice are pervasive, frequently large, and thought to be associated with heritable differences in neuronal composition and neuroanatomy.^1^^,^^2^^,^^3^^,^^4^^,^^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^ Yet, despite hundreds of genetic mapping studies,^11^ access to nearly complete sequences of multiple strains,^12^^,^^13^ and catalogs of cell types and their respective genomic properties,^14^^,^^15^^,^^16^^,^^17^ scant progress has been made toward relating genetic variants to behavior.

One impediment to progress is that due to the relatively large intervals into which quantitative trait loci are mapped, where there are usually thousands, and often tens of thousands, of candidate causal variants. How are these variants to be prioritized for functional study, and is there another level in addition to genetic variation that determines their function? The majority of causative variants lie in regulatory regions of the genome and likely act by altering a molecular phenotype,^18^^,^^19^^,^^20^ such as DNA methylation, which is associated with neuronal function and behavior.^21^

DNA methylation occurs at regulatory elements in the genome, affecting transcription factor binding affinity and controlling gene transcription,^22^^,^^23^ roles that suggest it may play a role in mediating the effect of sequence variants that alter behavior. While both CpG and CH methylation (mCG and mCH, where H = A, C, or T) show cell-type specificity,^22^^,^^23^^,^^24^ only methylation at CpG dinucleotides propagates through cell division, providing stable marks that differentiate cell types.^16^ Methylation’s cell-type specificity in the brain means that mutations, as much as they act through methylation, will have different consequences depending on the cell type that they affect. Hence single-cell data from multiple individuals are needed to understand the relationship between mutation, methylation state, and behavioral outcome. However, to use CpG methylation marks to discover causative variants requires an understanding of the relationship between sequence and methylation variation.^25^

What happens when a mutation removes a methylated CpG site? Broadly speaking, there are three possible consequences. The simplest, at least for interpreting genetic association studies, is that the mutation disrupts a sequence motif, with consequences for whatever function that motif performs. For example, methylated CpGs can directly inhibit or augment transcription factor binding,^26^ and a mutation could interfere with this process.^27^^,^^28^^,^^29^ Knowing the location of the mutation at a methylated site within a known motif or regulatory region will suggest candidate proteins. Second, the function of methylation may depend on the density of methylated cytosines in a region. For instance, CpG density is associated with active histone marks and high expression,^30^^,^^31^^,^^32^ and CpGs contribute to transcriptional activity regardless of whether they are part of a sequence motif.^33^ In this case, the consequences of a mutation will depend on local context (e.g., how many other cytosines are methylated), rather than on the specific sequence. Third, there is the possibility that methylation function and DNA sequence are independent. If identical DNA sequences are differentially methylated, methylation could be a mechanism through which external experiences alter gene function, and hence phenotypes, in a stable manner.^34^^,^^35^^,^^36^

In this paper, we examine the relationship between methylation and sequence variation using data from eight inbred mouse strains. Existing methylomes are mostly derived from one strain (C57BL/6J, B6)^16^^,^^17^^,^^37^^,^^38^^,^^39^ or are from array-based assays that do not interrogate all methylation sites at a single-cell level in the brain.^40^ We generated genome-wide, base-resolution maps of multiple cell types from the hippocampus in each of the eight strains. We chose CAST/EiJ, a fully sequenced representative of *M. m. castaneus*, as an outgroup and compared methylation and sequence variation to those of five classical laboratory strains (A/J, C57BL/6J, BALB/cJ, FVB/J, and DBA/2J) (all *M. m. domesticus*) and two wild-derived inbred strains: WSB/EiJ (*M. m. domesticus*) and PWK/PhJ (*M. m. musculus*). We show that interpretation of the functional consequences of sequence variation, as mediated by methylation, depends on local CpG density.

## Results

### Cell clusters identified from methylation profiles in eight mouse strains

We generated 13,683 single-nucleus methylation sequence (snmC-seq) profiles from microdissected ventral hippocampus tissue of eight mouse strains (Figure 1). We chose the ventral hippocampus because the cytoarchitecture of the hippocampus is less complex than other parts of the brain, and because many behaviors that are involved in hippocampal function have been mapped.^11^ 11,694 of these profiles passed our quality control (QC) metrics. Strains were sampled in duplicate, and fluorescence-activated nuclei sorting was used to isolate approximately 83% NeuN-positive and 17% NeuN-negative cells to enrich for neurons.

**Figure 1:**
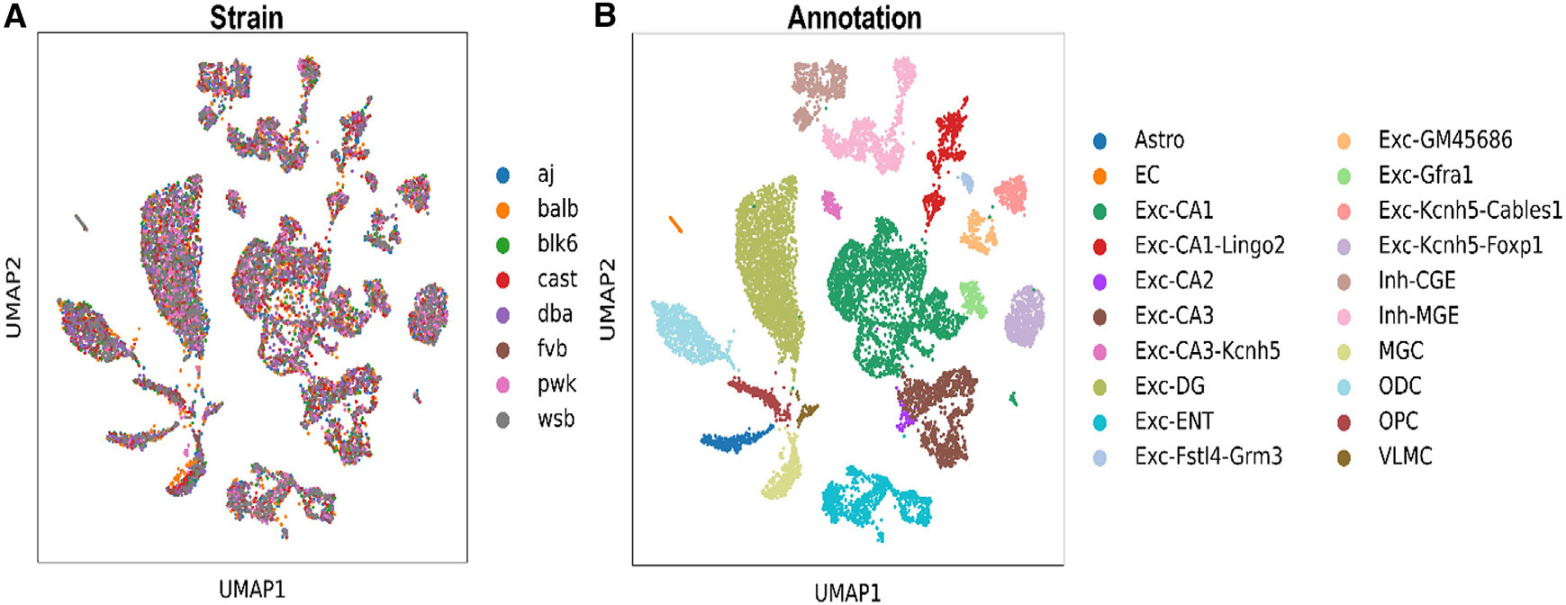
UMAP of cell-type clusters in ventral hippocampus derived from methylation Cells are colored by (A) strain of origin and (B) cell-type identity. aj = A/J, b6 = C57BL/6J, balb = BALB/cJ, cast = CAST/EiJ, d2 = DBA/2J, fvb = FVB/J, pwk = PWK/PhJ, and wsb = WSB/EiJ.

We performed iterative clustering analysis on the mC dataset based on similarity of global CG and CH methylation in 100-kb bins of the mouse genome. Using this approach, we identified a total of 20 distinct cell types within the ventral hippocampus. We identified cells belonging to every major subregion of the ventral hippocampus and to every major cell-type class (astrocytes, microglia, excitatory neurons, inhibitory neurons) based on the hypo-methylation states of multiple canonical markers of each cell type. Other neuronal types that were not confidently ascribed to a hippocampal subregion were labeled first by whether they express inhibitory or excitatory markers and then by differences in CH hypomethylation of genes. These ambiguous subregion clusters may relate to other known neuronal subtypes within the hippocampus that were previously defined by RNA sequencing.

Sequence coverage varied widely among the 20 cell types we identified: from less than 10X coverage for Exc-CA2, Exc-Fstl4-Grm3, EC, Exc-CA3-Kcnh5, VLMC, Exc-Gfra1, and Exc-GM45686 to more than 50 for Exc-DG (Table S1). Genome coverage for each cell type is given in the supplemental information. We decided to use the Exc-DG hippocampal cell type for subsequent analyses, because of the high coverage and because we were unable to identify any subregion clusters, indicating homogeneity.

### Conservation of methylated sites between strains depends on CpG sequence density

To investigate the relationship between DNA methylation and sequence variation, we first looked at the association of methylation with the density of CpGs, following earlier reports of its association with gene expression and active histone marks.^30^^,^^31^^,^^32^^,^^33^ To do this, we estimated the density of CpG dinucleotides in windows of 2 Kb (this size was chosen to capture regions of clustered methylation; results for 1 kb and 500 bp were the same) and explored its relationship with the number of methylated sites.

Figure 2A shows results for the Exc-DG hippocampal cell type. The distribution of methylated sites, with respect to CpG sequence density, consists of three fractions. First, there is a highly methylated fraction at densities of less than 25 CpG/Kb. At densities between 25 and 40 CpG/Kb DNA, segments are partly methylated, while DNA in which less than 20% of CpGs are methylated occurs in a fraction of high CpG density (greater than 40 CpG/Kb). The same relationship is observed for other cell types for which we have sequence coverage greater than 10-fold. At lower sequence coverages, the estimates of percentage methylation for most of the CpG density segments are too variable to reveal the relationship (illustrated in Figure S2).

**Figure 2:**
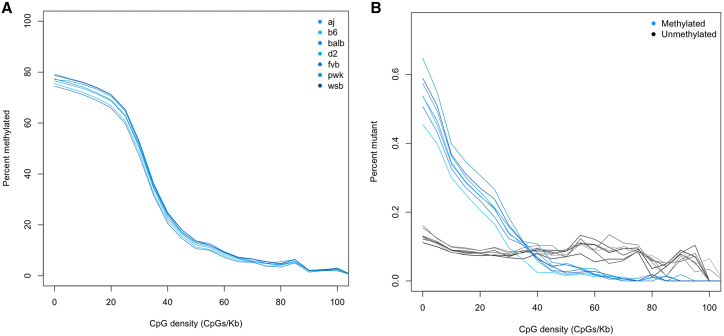
Relationship between methylation state, mutations, and CpG density (A) Percentage of CpG sites that are methylated is shown on the vertical axis. The horizontal axis is the sequence density of CpG sites (regardless of methylation) per kilobase of genomic DNA. Each blue line represents a different inbred strain where aj = A/J, b6 = C57BL/6J, balb = BALB/cJ, d2 = DBA/2J, fvb = FVB/J, pwk = PWK/PhJ, and wsb = WSB/EiJ. (B) Percentage of CpG sites for the seven inbred strains that are mutated, relative to the outgroup strain CAST/EiJ. The percentages are shown for methylated CpGs (in blue) and non-methylated (in gray). The horizontal axis again shows CpG sequence density per kilobase of genomic DNA.

We next explored the relationship between CpG sequence density and mutations in the Exc-DG cell type. Using CAST/EiJ as an outgroup, we calculated the percentage of sequence variation (defined as either the loss or the gain of a cytosine in the comparison between the outgroup and the strain; other nucleotides were excluded) in each 2-kb segment for each strain, doing this separately for methylated and non-methylated CpGs. We summed sequence variants in each 2-kb segment and expressed them as a percentage of the total number of CpG sites in the segment.

Figure 2B shows that the percentage of sequence variants in methylated DNA (blue lines) is higher than in unmethylated DNA (gray lines) and that this relationship depends on the density of CpGs. At densities greater than 40 CpG/Kb, relatively more sequence variants are found in unmethylated than methylated DNA, consistent with the observation that mutation of cytosine to thymine at unmethylated CpG dinucleotides has the highest rate of all base substitutions.^41^^,^^42^^,^^43^ Our results show that CpG sequence density is correlated with both the fraction of methylated CpGs and with the distribution of mutations at methylated CpGs, and that this relationship is non-linear.

### To what extent is the density of methylated CpG determined by sequence?

We turn next to consider what maintains the correlation between two strains in the number of methylated CpG sites in each segment of DNA. There are two possibilities: the amount of CpG methylation can be the same in two different mouse strains because the same sites are methylated or because the total number of sites is equal in the two strains, regardless of which sites are methylated. To test between these alternatives, we calculated two values for each 2-kb segment of the genome. First, we counted the number of methylated CpGs in each strain. We set the larger number as the denominator to derive a ratio of the two numbers, bounded between 0 and 1. If the ratio is 1, then the segment contains the same number of methylated sites. If the ratio is less than one, it means one strain has fewer methylated sites than the other. Second, we derived a measure of the correlation between sites. We estimated the probability that both sites are in the same state (methylated or not) in each segment. If the probability is 1, this means we can fully predict which sites are methylated in one strain from knowing the state in the other. Probabilities less than 1 mean that knowing the methylation state of sites in one strain is less predictive of their state in the second strain.

Figure 3 shows that for low CpG sequence densities, the ratio is close to 1 for each strain comparison, while the probability of sites being in the same state is about 0.8. In other words, the methylation density is maintained, even though not all homologous sites are methylated in both strains. The pattern changes as densities increase above 40 CpG/Kb, until at densities above 80 CpG/Kb it reverses, with the probability becoming higher than the ratio, though the small sample sizes of hypomethylated CpGs introduce a large variance. Thus, constancy is maintained in two ways: at low density (less than 40 CpG/Kb) different sites may be methylated, while at higher density, it is more likely that identical sites in each strain are methylated.

**Figure 3:**
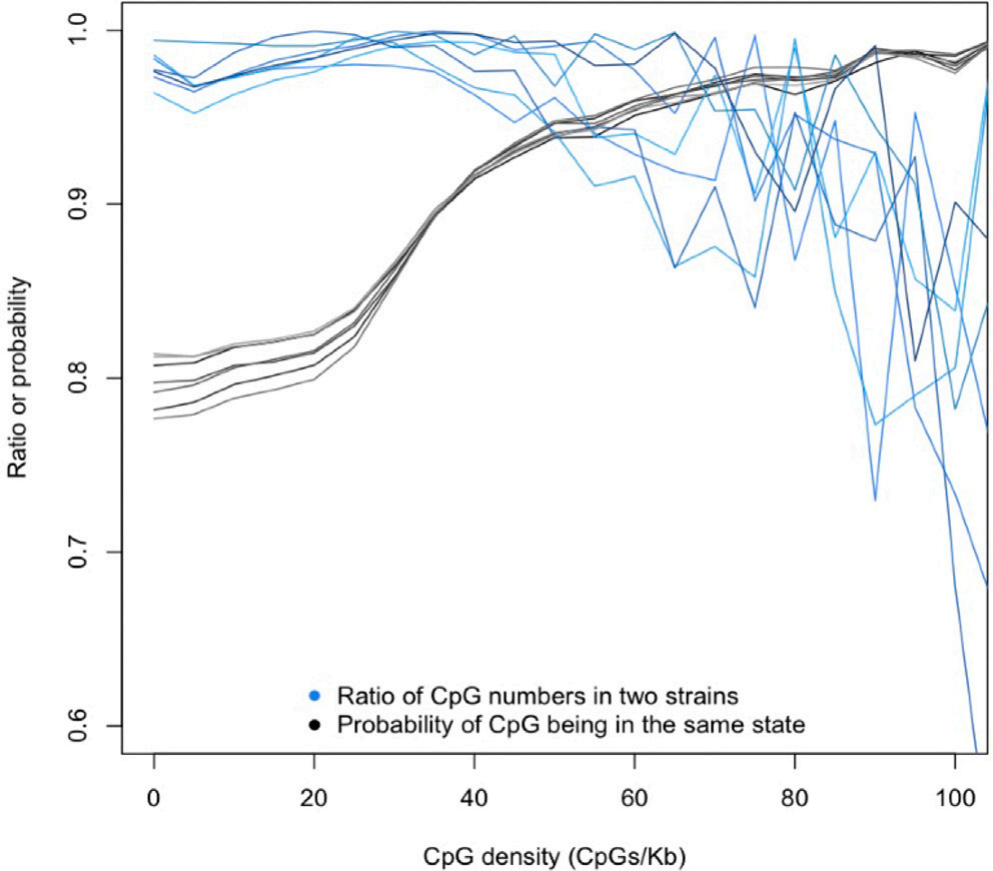
Comparison of the probability of methylation state with the ratio of the number of methylated sites The horizontal axis represents the probability that both sites in two strains are in the same state (methylated or not) in each 2-kb segment (black lines) and also the ratio of the total number of methylated sites in two strains, again for each 2-kb segment (blue lines). Each line is a separate strain comparison, which is the same as that shown in Figure 1B. The horizontal axis shows the density of CpG sites (regardless of methylation) per kilobase of genomic DNA.

### The impact of mutations at methylated CpG sites depends on local CpG sequence density

Our findings suggest that a mutation removing a methylated CpG site may have different phenotypic consequences when it occurs in a region of low compared to high CpG sequence density. Methylation in general is a repressive mark,^25^ so we expect that most CpG mutations that disrupt methylation will increase gene expression (by relieving suppression). Consequently, sequence variants disrupting CpG methylated sites in low CpG sequence density regions would be less predictive of transcript abundance than mutations in high CpG sequence density regions. We tested the hypothesis by examining the association between mutations and transcript abundance. Using single-cell RNA data, we compared two strains, B6 and DBA/2J, for the Exc-DG cell type.

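Nuclei from the ventral hippocampus of adult male mice were profiled by droplet-based single-nucleus RNA sequencing (snRNA-seq). The animals came from 2 inbred strains, C57BL/6J (B6), whose genome is the mouse reference sequence, and DBA/2J (D2). There were 2 replicates per strain, each combining tissue from about 2 animals that were 10 to 16 weeks old. Neuronal and non-neuronal nuclei were mixed by sorting on NeuN, a protein of neuronal nuclei. The authors mapped the reads with Cell Ranger, retaining introns, against mm10 (GRCm38) for B6 and against an SNP-swapped mm10 for D2. They filtered nuclei on UMI counts, on genes detected and on the mitochondrial share, removed doublets, and named cell types by clustering the integrated samples. For each cell type they summed the raw counts of every transcript over the nuclei of a library, and these sums, without normalization, were used here for the excitatory neurons of the dentate gyrus (Exc-DG). The table listed 33902 gene symbols. The B6 libraries held 10456569 and 11352265 counts from 2825 Exc-DG nuclei, and the D2 libraries held 9007032 and 7895793 counts from 2276 nuclei. The values here rest on these library totals and not on a depth per nucleus. The tables number the libraries of each strain 2 and 3, while the sample labels number the replicates 1 and 2, so a column was assigned to its strain only. D2 was compared with B6 by edgeR's quasi-likelihood test (TMM normalization, filterByExpr, D2 minus B6, Benjamini-Hochberg adjustment), and 17723 transcripts passed the filter. Over the 12089 transcripts with a mean of at least 5 CPM (counts scaled by the TMM-normalized library size), the correlation of log2 CPM across transcripts was 0.996 between the B6 libraries and 0.993 between the D2 libraries. Between libraries of different strains it lay between 0.761 and 0.766, and transcripts are not independent replicates. These transcripts include those with counts in 1 strain only, so the lower values cannot be read as differences in expression alone. The correlation was not taken over transcripts counted in both strains. A total of 1147 symbols had at least 50 counts in D2 and 0 in B6, and 89 symbols had at least 50 counts in B6 and 0 in D2. The filter on low counts, the test and the treatment of such symbols are the choices that could change the numbers, and counting intervals and limits cover counting error only.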

We generated single-nuclei transcriptomes for a total of 30,880 nuclei (median UMI counts per cell: 5,816) from two biological replicates that passed our doublet and low-quality filtering steps (STAR Methods). We carried out multi-modal clustering and visualization using uniform manifold approximation and projection (UMAP) to embed transcriptomic and methylation data (Figure 4A), noting that there were no differences by strain (Figure 4B), and that the same major cell-type groups from the methylation dataset were represented, based on the same marker gene set used to annotate the methylation data (Figure 4C). 

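The authors' table of snRNA-seq nuclei holds 16565 nuclei from B6 and 14315 from D2 in 17 cell types, and every cell type has nuclei from both strains. These are the authors' numbers, summed here over the libraries of a strain, and no test was run on them. Neurons made up 66.2% of the B6 nuclei and 66.8% of the D2 nuclei. Exc-DG was 17.1% of the B6 nuclei and 15.9% of the D2 nuclei, a D2 to B6 ratio of 0.932, or 0.925 when only neurons were counted. The ratio was lowest for the CR cluster, with 309 B6 and 91 D2 nuclei (1.87% and 0.636%, ratio 0.341), and next lowest for the oligodendrocyte cluster ODC, with 1816 and 1045 nuclei (ratio 0.666). It was highest for Exc-Cdh12, with 194 and 296 nuclei (ratio 1.77), and Exc-CA1-Camk2d, with 628 and 788 nuclei (ratio 1.45). The ratios of the remaining cell types lay between 0.798 for MGC and 1.26 for Exc-Gpc6. In the Exc-DG counts, the excitatory marker Slc17a7 was at 311 ± 22.0 CPM (SD, n = 2 libraries) in B6 and 320 ± 24.8 CPM in D2, a log2 fold change of 0.04 (standard error 0.08, adjusted p = 0.735, edgeR). The dentate gyrus marker Prox1 was at 311 ± 13.6 CPM in B6 and 239 ± 0.444 CPM in D2, a log2 fold change of -0.38 (standard error 0.07, adjusted p = 0.000401, edgeR). C1ql2 and Dsp changed by -0.43 and -0.41 on the log2 scale (adjusted p = 0.0183 and 0.0128, edgeR), and with DESeq2 their adjusted p was 0.109 and 0.113. The interneuron gene Gad2 stood at 2.01 CPM in B6 and 2.80 in D2, and the oligodendrocyte gene Mog at 3.02 and 2.76 CPM. Of 39 marker genes fixed before the data were examined, 34 passed the filter, and 1 was higher and 9 were lower in D2 at adjusted p under 0.05 in edgeR, both over all transcripts and adjusted over the list alone. The Y-linked gene Uty was at 109 ± 5.01 CPM in B6 and 107 ± 7.68 CPM in D2, and Xist at 0.752 and 1.66 CPM, in animals that were all male.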

Major cell-type clusters within snRNA and snMethylation were highly consistent between modalities (Figure 4C), except for the small non-neuronal clusters MGC/OPC/VLMC (STAR Methods), which were excluded from further analysis.

**Figure 4:**
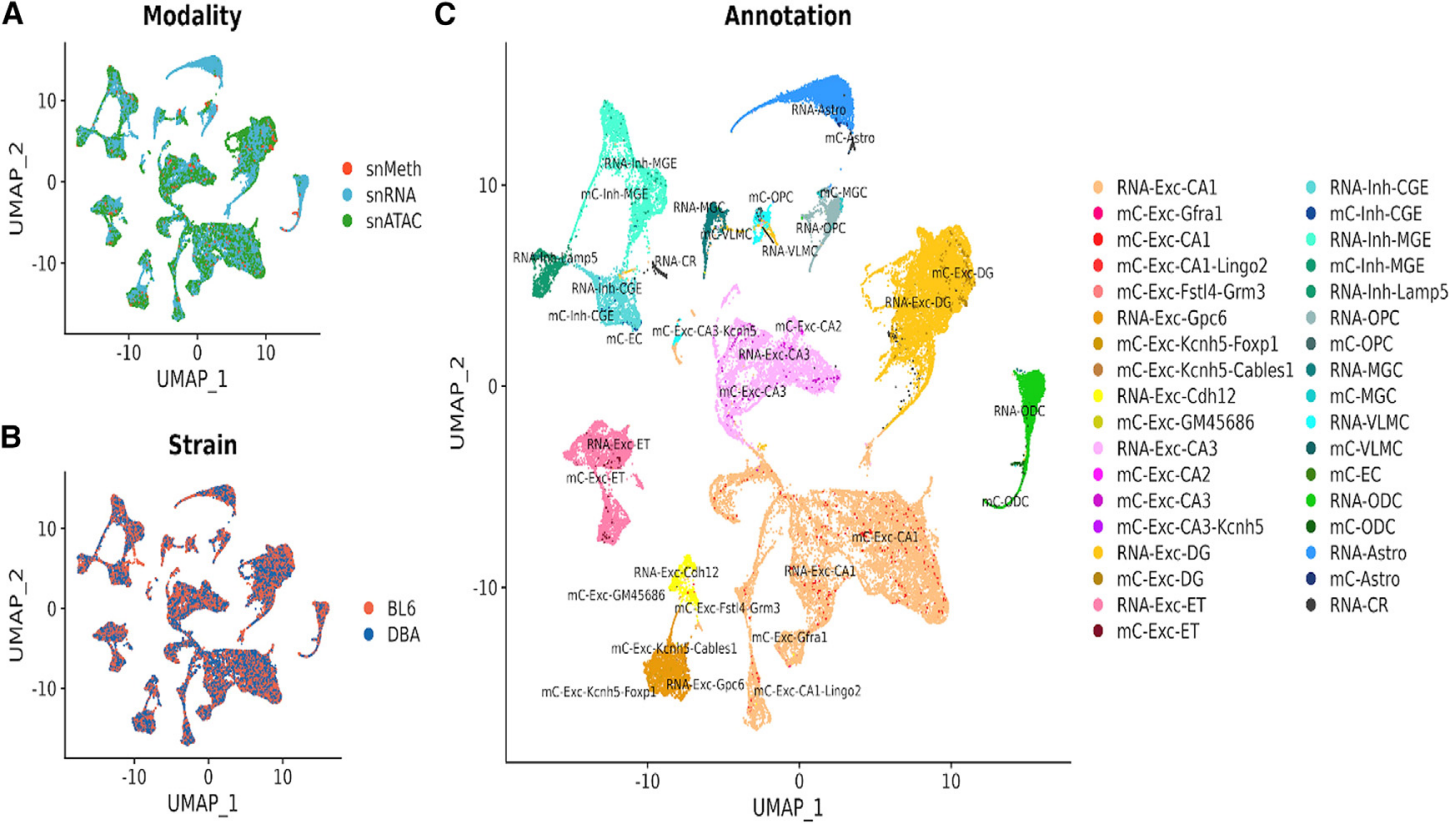
Co-embedding of single-nucleus methylation with single-nucleus RNA and single-nucleus ATAC sequencing data for two strains, C57BL/6J and DBA/2J (A) UMAP embedding of single-nucleus methylation, single-nucleus RNA-seq, and single-nucleus ATAC cells after integration, colored by sequencing platform. (B) is similar to (A) but colored by strain label. (C) Concordance between independent single-nucleus methylation annotation and single-nucleus RNA transcriptomic-based annotation on major ventral hippocampus cell types.

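In Exc-DG, 7819 of the 17723 transcripts tested differed between the strains at an unadjusted p under 0.05, 4678 higher and 3141 lower in D2. With Benjamini-Hochberg adjustment 6382 remained, 3934 higher and 2448 lower in D2. DESeq2 with default parameters, over the 30547 transcripts with at least 1 count, gave 6609 at the unadjusted threshold and 4835 after adjustment. Of the alternatives fixed beforehand, edgeR without a filter beyond 1 count moved the unadjusted number most, to 10564 transcripts. DESeq2 with counts required in both strains, chosen after the data were examined, moved it further, to 3750. Of the 7819 transcripts, 5855 had counts in both strains (2822 higher and 3033 lower in D2), 1856 had counts in D2 and none in B6, and 108 had counts in B6 and none in D2. The 5 transcripts with the largest increases in D2 at a mean of at least 5 CPM all had 0 counts in B6, so their folds are lower bounds against a floor of 3 counts over the B6 libraries. These bounds hold only for a symbol that was in the gene list used for B6. Of 984 small and structural RNA symbols, rRNA included, 1 had counts in B6 and 700 in D2, and of 5834 pseudogene and TEC (to be experimentally checked) symbols 3 and 4592. CT010467.1, an rRNA gene on chromosome 17 from 39846353 to 39848827 of GRCm38, was at 4218 ± 188 CPM (SD, n = 2 libraries) in D2, at least 30285-fold higher than in B6 (adjusted p = 1.67e-15, edgeR). The mitochondrial rRNA genes mt-Rnr2 and mt-Rnr1 were at 2692 ± 353 and 1003 ± 179 CPM in D2, at least 19458-fold and 7262-fold higher. Galnt2l, which has no entry of that name in GENCODE vM21, was at 2654 ± 29.8 CPM, at least 19099-fold higher. B230303A05Rik, a transcribed processed pseudogene on chromosome 13 from 15813548 to 16023423, was at 1165 ± 29.3 CPM, at least 8386-fold higher. The 5 largest decreases all had 0 counts in D2, and their bounds hold only for a symbol that was in the gene list used for D2. The lincRNA genes Gm42418 (39846958 to 39848788) and AY036118 (39847113 to 39848035) both lie inside the span of CT010467.1 on chromosome 17. AY036118 is on the strand of CT010467.1, so how reads were divided between them is uncertain, while Gm42418 is on the opposite strand. Gm42418 and AY036118 were at 2333 ± 233 and 1085 ± 65.6 CPM in B6, at least 13244-fold and 6150-fold lower in D2. March1, a protein-coding gene on chromosome 8 from 65617900 to 66471637, was at 984 ± 15.9 CPM in B6 and at least 5566-fold lower in D2 under that symbol, while under its other symbol, Marchf1, D2 had 430 CPM, a log2 ratio of -1.19 to the B6 value scaled by library totals. AC149090.1, on an unplaced scaffold, was at 297 and 726 CPM in the B6 libraries and at least 2953-fold lower in D2, and AC163685.1, with no GENCODE vM21 entry, was at 166 ± 15.5 CPM and at least 935-fold lower.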

We ran DESeq2^44^ to identify transcripts that were differentially expressed and, using a liberal threshold of p <0.05 (unadjusted), identified 2,049 transcripts for downstream analysis (we also examined the effect of including transcripts at more conservative thresholds, and we give results in the supplemental information). For mutations, we took all single-nucleotide sites in the mouse genome that altered a methylated CpG present in the strain D2 to either “A” or “T” (to ensure the mutation results in a site that cannot be methylated, regardless of the strand on which it occurs). That yielded 23,959 mutations, of which 1,862 lie within regions with more than 40 CpGs/Kb, categorized as “high” density. We matched the position of each methylated CpG site to a gene interval, defined as running from 2 kb upstream of the transcriptional start site to 2 kb downstream of the 3′ end of the gene.

When mutations occur in high CpG sequence density regions, the mean ratio of D2 to B6 transcripts is significantly higher than it is in low CpG sequence density regions (mean = 0.15 vs. mean = 0.02; t = 4.3, degrees of freedom [df] = 1,924.6, p value = 1.9e−05), supporting the hypothesis that mutations in high CpG sequence density regions are associated with a relatively larger effect. It is possible that some of the effects we are seeing are attributable to linked mutations that happen to be enriched in high-density CpG regions of the genome, but most of the other classes of mutations (such as insertions and deletions) will decrease the amount of transcript (rather than increase it, as most methylation mutations are expected to do). We can exclude some of these mutations indirectly, because their mean effect on gene expression is known to be relatively large.^13^ 

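An absolute log2 fold change of 2 parted the 7819 transcripts into 5456 with smaller and 2363 with larger differences between D2 and B6. In the smaller-effect set 2657 transcripts were higher and 2799 lower in D2. With the limit at an absolute log2 fold change of 1, which is a fold change of 2, the sets held 4598 and 3221 transcripts. DESeq2 gave 3066 smaller-effect transcripts (1245 higher and 1821 lower in D2) and 3543 larger-effect ones, and of the alternatives fixed beforehand it moved the smaller-effect number most. DESeq2 together with the limit of 1, a pair of choices added after the data were examined, gave 2519 and 4090. Leaving out each library in turn gave between 3979 and 4992 smaller-effect transcripts. Of the 5456 transcripts, 5358 had a single GENCODE vM21 entry on a chromosome and could be matched to a gene interval.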

We divided the sample into those transcripts with a fold change greater than two and those less than two. The dataset with smaller effects contains 1,555 genes including 19,397 mutations, of which 1,450 are situated in high CpG sequence density regions.

Figure 5A shows that the D2:B6 ratio of transcript abundance is about 20-fold larger when mutations occur in regions of high CpG sequence density than in low density (mean ratio in high density: 0.19, mean ratio in low density: 0.01, t = 5.55, df = 1,662.6, p value = 3.3e−08). To examine whether CpG sequence density itself contributes to the increase in the D2:B6 ratio, Figure 5B plots D2:B6 ratios in high and low CpG sequence density for CpG sites *without* mutations.

**Figure 5:**
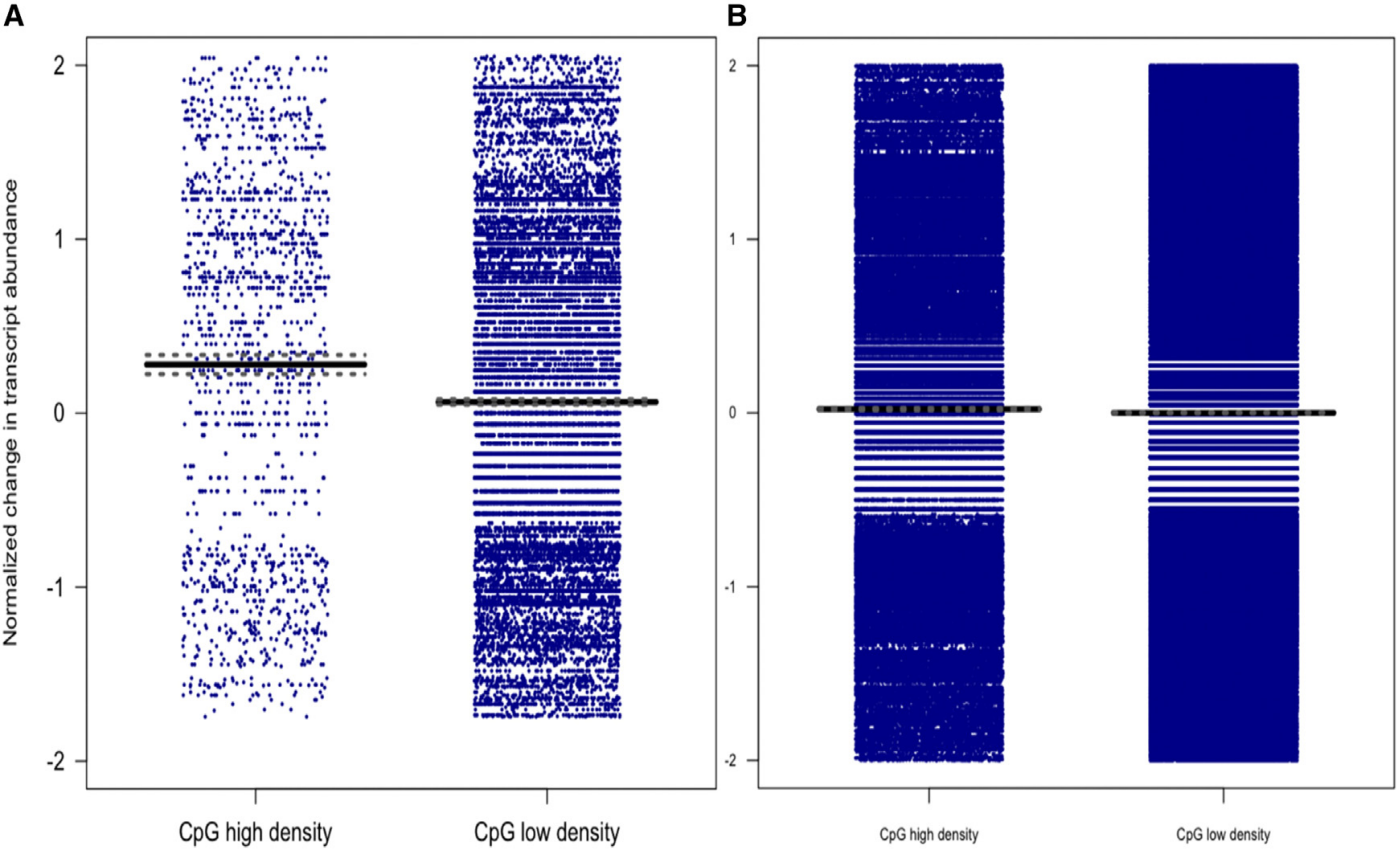
Effect of mutations at methylated CpGs on D2:B6 ratios of transcript abundance in regions of low and high CpG sequence density Each dot represents the change in D2:B6 ratios of transcript abundance for mutations lying in regions of high CpG sequence density (>40 CpG/Kb) and in regions of low CpG sequence density (<40 CpG/Kb). The horizontal bars indicate the mean change in RNA transcript, with upper and lower 95% confidence intervals shown as dotted lines. (A) Sites that have mutations disrupting methylated CpGs. (B) Sites without mutations.

There are higher D2:B6 ratios in the CpG high sequence density regions than in the low, and because there are so many more sites without mutations, the effect is highly significant (p = 4.11e−18), but the increase is much smaller than that found in regions with mutations (mean ratio in high: 0.034, mean ratio in low: −0.001). 

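The ratios at CpG sites were recomputed from the Exc-DG counts for the 5358 smaller-effect transcripts with a gene interval, taken 2 kb beyond each end of the GENCODE vM21 gene. These intervals hold 4213653 CpG dinucleotides of GRCm38, a dinucleotide in several intervals being counted for each gene, and 368363 of them (8.74%) lie in windows of 2 kb with more than 40 CpG/Kb. Methylation calls and sequence variants were not used here, so the sites include unmethylated CpGs and CpGs with mutations. The log2 fold changes were transformed to normal quantiles over sites. The mean normalized D2:B6 ratio was 0.147 in high and -0.0141 in low CpG sequence density, a difference of 0.161. Reassigning the fold changes among the transcripts 100000 times gave differences with an SD of 0.0240, and the two-sided permutation p was 1e-05, the smallest that number of permutations can give. Without the transform, the mean log2 fold change was -0.0022 in high and -0.11 in low density. With DESeq2 the difference was 0.0982 (permutation p = 0.00057). The difference depended on the D2 libraries, being 0.0886 (permutation p = 0.00151) without D2 library 3 and 0.230 without D2 library 2. High and low density were also compared within each library, a choice made after the data were examined. This used log2 CPM without the transform over the 15483 tested transcripts with counts in both strains, with no limit on p. Its scale and transcripts thus differ from those of the difference of 0.161. Relative to the mean of the 4 libraries, log2 CPM in high minus low density was -0.030 and -0.021 in the B6 libraries and -0.0014 and 0.052 in the D2 libraries. The difference between the strain means was 0.050, against a gap of 0.053 between the D2 libraries and 0.0089 between the B6 libraries, so it was no larger than the spread between the D2 replicates. Both D2 libraries lay above both B6 libraries, and an exact permutation of 2 libraries against 2 cannot give a p below 0.33. The paper proposes, from ratios that rise less at sites without mutations than at sites with them (Figure 5), that mutations have a larger effect where CpG sequence density is high. It also rests this on linear models, an interaction test that includes chromatin states, and other cell types. The effect of mutations was not estimated here, and the spread between libraries was taken for density alone.

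**Figure D1:**
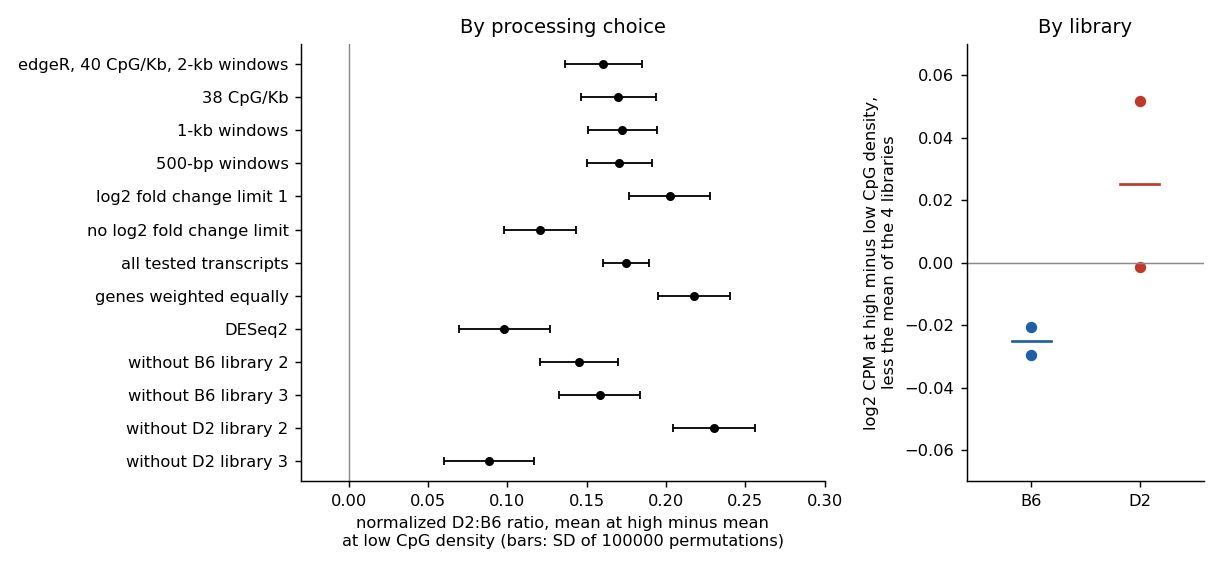
Left, the mean normalized D2:B6 ratio of Exc-DG transcripts in high minus low CpG sequence density (x axis), with a point for each processing choice and bars for the SD of 100000 permutations. Right, log2 CPM in high minus low density for each library less the mean of the 4 libraries (y axis), with a point per library and a line at the strain mean. All differences on the left are above 0, from 0.0886 without D2 library 3 to 0.230 without D2 library 2.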

D2:B6 ratios in high CpG sequence density sites containing mutations are significantly higher than ratios in high CpG sequence density sites without mutations (t = 4.93, df = 1,493.1, p value = 9.18e−07), again consistent with the hypothesis that the effect of mutations in high CpG sequence density will be larger than in low CpG sequence density sites.

What is the effect of mutation on the transcript abundance ratio in the high- and low-density regions? We addressed this question using a linear model. In high-density regions, mutations have a highly significant positive effect (beta = 0.16, t = 5.2, p = 2.39e−07), while density makes no significant contribution (beta = −0.0002, t = −1.4, p = 0.16). The situation is reversed in low CpG density regions: mutations make no detectable contribution (beta = 0.007, t = 0.911, p = 0.362), while the effect of CpG density, though small, is highly significant (beta = 0.006, t = 61.3, p < 2.2e−16). These results indicate that the effect of mutations altering methylation at CpG sites is undetectable when they occur in regions of low CpG density.

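The contribution of CpG sequence density was also estimated from the Exc-DG counts as the slope of the normalized D2:B6 ratio on the density of each site's 2-kb window, without a term for mutations, a result added after the data were examined. In low-density regions the slope was 0.00591 per CpG/Kb (SD of 100000 permutations among transcripts 0.00168, two-sided permutation p = 0.00046). In high-density regions it was -0.00041 per CpG/Kb (SD 0.00119, permutation p = 0.731). With DESeq2 the low-density slope was 0.00092 (SD 0.00212, permutation p = 0.665), and that in high density was -0.0005 (permutation p = 0.744). Restricting the fit to transcripts with counts in both strains gave 0.00605 in low density (permutation p = 0.00025).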

Might CpG sequence density be a surrogate for other confounds that explain the predictive power of mutation in the high-density regions? For example, it could be that high-density CpG sequences are enriched with functional elements that promote expression, and the mutations are linked to such elements. To exclude the effect of such confounds, we used a set of “universal chromatin state” annotations of the mouse genome based on over 900 datasets from various cell and tissue types.^45^ We found a significant increase in the fit of a model that included an interaction between mutation and density (i.e., allowing the effect of mutation to vary according to CpG density), compared to a model that only included mutations, chromatin state, and density (high vs. low) to predict D2:B6 ratios (F = 28.7, p = 8.41e−08, and Table S4). Finally, we addressed the issue of whether p values were well calibrated for this model (and others) by randomly sampling the ratio and repeating the analyses 10,000 times (we did this by permuting expression levels among genes, STAR Methods).

What of the large effect changes? To test our expectation that the large fold changes in expression are likely *not* associated with changes in repressive methylation, we examined genomic regions associated with transcripts in which DEseq2 reports a change of more than 2-fold difference. 

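The 2363 larger-effect transcripts of Exc-DG were mostly higher in D2, with 342 of them (14.5%, 95% exact binomial interval 13.1% to 16.0%) lower. The share counts transcripts and uses no mutations, so it does not test the effect of mutations that the paper reports for large fold changes. An exact two-sided binomial test against 50% gave p = 5.29e-289, which describes the list, since transcripts are not independent replicates. Most of these transcripts had counts in 1 strain only, 1856 in D2 and 108 in B6. Among the 399 with counts in both strains, 165 were higher and 234 lower in D2. When counts in both strains were required before the fit, a choice made after the data were examined, 406 transcripts passed the limit and 57.6% of them were lower in D2 (95% exact binomial interval 52.7% to 62.5%, exact binomial p = 0.00243). With genes that overlap another gene on their strand also left out, a further choice made after the data were examined, 222 transcripts passed and 42.8% were lower in D2 (interval 36.2% to 49.6%, exact binomial p = 0.0372). That setting also left out mitochondrial genes and symbols without a single GENCODE vM21 entry on a nuclear chromosome. The lincRNA gene 4930568G15Rik, on chromosome 1 from 165064024 to 165091928 of GRCm38, is an example with counts in every library, and it was chosen after its values were seen. It was at 46.5 ± 1.91 CPM (SD, n = 2 libraries) in D2 and 1.61 ± 0.481 CPM in B6, a log2 fold change of 4.83 (standard error 0.18, adjusted p = 5.37e-11, edgeR). With the limit at a fold change of 2, the larger-effect set held 3221 transcripts, of which 24.5% (95% exact binomial interval 23.0% to 26.0%) were lower in D2. At this limit the share was 53.3% when counts in both strains were required (exact binomial p = 0.0214). It was 47.2% with overlapping genes also left out (exact binomial p = 0.12).

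**Figure D2:**
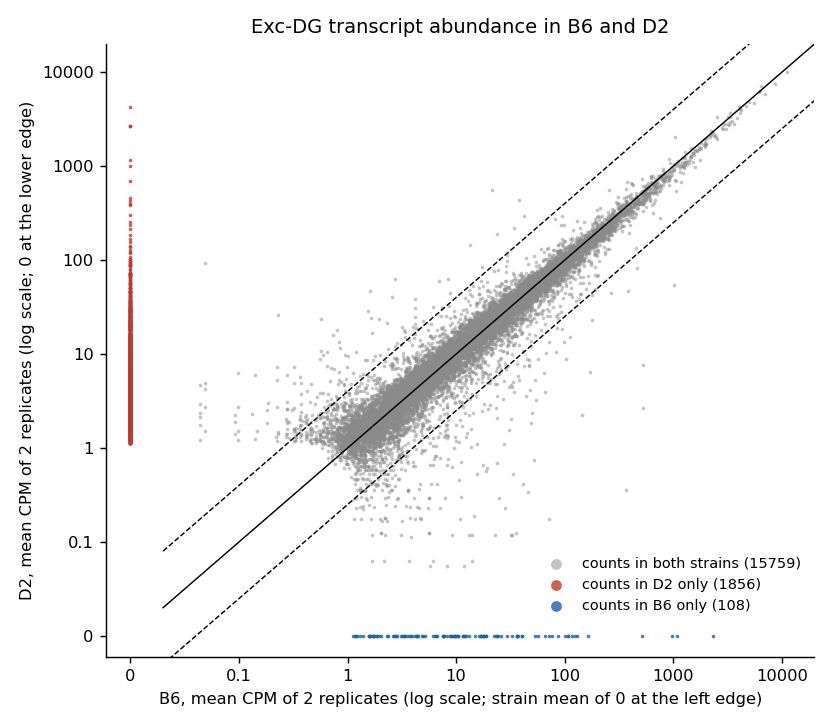
Mean CPM of each of the 17723 tested Exc-DG transcripts in B6 (x axis) and D2 (y axis), both on log scales with a mean of 0 drawn at the edge. The solid line marks equal abundance and the dashed lines a log2 fold change of 2 in either direction. The 1856 transcripts with counts in D2 only lie along the left edge and the 108 with counts in B6 only along the lower edge.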

We identified 216,168 positions associated with genes, including 4,693 mutations. Their effect is large but decisively negative: −0.23, p = 2.98e−23. This result justifies our exclusion of the larger effect loci from the analysis of the impact of mutations on methylated CpGs.

Our analyses make assumptions about the threshold for distinguishing high and low CpG sequence density regions and in the division of effects by fold changes in transcript abundance. We carried out analyses to test these assumptions and found that our main conclusions hold, namely the impact of mutations at methylated CpG sites depends on local CpG sequence density (STAR Methods, Figures S2, S3, S4, and S5 and Tables S3 and S4). We were also able to see the same effect in six other cell types for which we had sufficient data; for cell types with low coverage there were too few mutations lying within regions whose methylation state we could confidently call (Tables S5 and S6 and Figure S6).

### CpG mutations are enriched in enhancers

How might the CpG mutations in high-density regions be acting to alter RNA expression? Are there differences in the way mutations in low- and high-density regions operate? To address this, we examined the relationship between mutations and annotated functional elements. Since functional elements differ between cell types, we first generated a set of single-nucleus assay for transposase-accessible chromatin (ATAC) sequence data from the two strains (B6 and D2).

We generated a single-nucleus ATAC-seq dataset for a total of 27,206 nuclei (median read-pairs per cell: 29,806) from two biological replicates after doublet removal and QC (STAR Methods). 

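Single-nucleus ATAC sequencing (snATAC-seq) reads DNA that a transposase could cut, and so counts mark accessible chromatin. Nuclei of the ventral hippocampus were taken from B6 and D2 with 2 replicates per strain, each from about 2 animals, and NeuN was not used for sorting. The authors mapped the reads with Cell Ranger ATAC at default settings, against mm10 for B6 and an SNP-swapped mm10 for D2. They called peaks in each sample with MACS, merged these into one set, counted reads per peak and nucleus, filtered nuclei, removed doublets, and transferred cell types from the snRNA-seq data. The sums of raw counts per peak over the Exc-DG nuclei of each library, without normalization, were used here. The set has 300819 peaks with a median length of 538 bp, from 199 to 5786 bp. The B6 libraries held 24157723 and 21463891 counts from 3164 Exc-DG nuclei, and the D2 libraries held 18111758 and 27815541 counts from 3092 nuclei. The paper states depth as read-pairs per nucleus over all cell types, and the values here use the library totals. As in the snRNA-seq table, columns number the libraries 2 and 3, so each was placed by its strain only. Over the 46782 peaks at a mean of at least 5 CPM, log2 CPM correlated across peaks at 0.986 between the B6 libraries, 0.985 between the D2 libraries and 0.937 to 0.939 between strains. All 43 peaks on unplaced scaffolds had counts in B6 only.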

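The authors' table of snATAC-seq nuclei holds 12255 nuclei from B6 and 14951 from D2 in 15 cell types, each with nuclei from both strains, and no test was run on these numbers. Exc-DG was the largest cell type, with 25.8% of the B6 and 20.7% of the D2 nuclei, a D2 to B6 ratio of 0.801. The ratio was highest for the interneuron cluster Inh-CGE, with 332 B6 and 620 D2 nuclei (ratio 1.53), and lowest for ODC, with 74 and 62 nuclei (ratio 0.687). Non-neuronal nuclei were 2.15% of the B6 and 2.07% of the D2 nuclei, against 33.8% and 33.2% in the snRNA-seq data.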

We then carried out integration and linking of our snATAC-seq dataset with our snRNA-seq dataset to obtain cell-type annotations Finally, we confirmed through joint embedding that major cell-type clusters within snATAC and snMethylation were highly consistent between modalities and strain (Figures 4A, 4B, and 4C and STAR Methods).

We annotated the open-chromatin sites based on their overlap with chromatin states.^45^ We want to know if the location of CpG mutations that contribute to changes in transcript abundance differs in any of 15 chromatin state groups (excluding one state labeled “artifacts”), comparing sites lying in high CpG sequence density regions to those in low sequence density regions. For each site, we used a linear model, predicting the change in D2:B6 ratios from the presence of mutations, doing this separately in high and low CpG sequence density regions for each state. Table 1 shows the result, giving the number of sites for each chromatin state and the p value of the linear model for the predicted effect of CpG mutations in both high and low sequence CpG density regions of the genome. After correcting for multiple testing, only the effect of mutations in active enhancers in high CpG density regions is significant (p = 8.30E−04, exceeding a Bonferroni corrected threshold of 0.001 for testing 2 x 15 states).

**Table 1:** The association of CpG mutations on RNA transcript abundance varies by local chromatin state

	High CpG density				Low CpG density			
Feature	No mut.	Mut.	Pct.	p value	No mut.	Mut.	Pct.	p value
Active enhancers	17,109	200	1.155	8.30E−04	160,010	1,611	0.997	0.167
Bivalent promoters	11,970	39	0.325	0.238	19,974	64	0.319	0.842
DNAase open chromatin	11,241	164	1.438	0.201	102,697	1,223	1.177	0.608
Heterochromatin	921	16	1.708	0.278	20,419	330	1.59	0.379
Polycomb repressed	1,298	27	2.038	0.125	17,635	239	1.337	0.601
Polycomb repressed and open chromatin	3,996	42	1.04	0.027	11,060	111	0.994	0.385
Promoter flank	13,335	78	0.582	0.124	32,161	190	0.587	0.496
Quiescent	451	13	2.802	0.78	18,156	329	1.78	0.027
Transcribed enhancers	8,243	100	1.199	0.024	62,201	558	0.889	0.065
Transcription	8,342	131	1.546	0.986	105,918	1,116	1.043	0.072
Transcription and exons	10,546	61	0.575	0.417	41,331	236	0.568	0.143
Transcription start sites	10,274	16	0.155	0.662	26,832	53	0.197	0.192
Weak enhancers	5,139	87	1.665	0.573	93,371	1,172	1.24	0.102
Weak transcription	785	14	1.752	0.031	16,570	241	1.434	0.536
Zinc finger genes	633	9	1.402	0.496	4,456	53	1.175	0.767

The table shows 15 chromatin state groups (from Vu and Ernst*^45^*), together with the number of sites lying within genes (including 2 kb upstream and downstream) whose expression could be detected in the Exc-DG cell type in the hippocampus. The sites are divided into those lying in high and low CpG sequence density regions of the genome and then by whether they contain a mutation that disrupts a CpG site (“Mutation” and “No mutation” columns). The proportion (expressed as a percentage) of sites with mutations is shown for each chromatin state. The p value from a linear model testing for the predicted effect of mutations on RNA fold change is shown.

## Discussion

Our study of methylation states in eight inbred strains, combined with the nearly complete sets of sequence variants and functional annotations, allows us to address the relationship between sequence and methylation variation. We find that the relationship depends in a non-linear fashion on the density of CpG sequences per kilobase of DNA. At densities less than 40 CpG/Kb, there are more mutations in the methylated than unmethylated DNA. The relationship is consistent across brain cell types. The significance of the inflection at 40 CpG/Kb is unclear, but presumably it reflects how cells determine CpG sequence density. It is known that increasing CpG sequence density alters promoter activity,^33^ possibly by recruitment of ZF-CxxC domain-containing proteins that bind to unmethylated CpGs.^46^

At lower CpG sequence densities, cells compensate for the loss of methylated sites by recruiting additional sites in the same DNA segment, sites that arise due to mutational gain of cytosines. At higher sequence densities, the exact location of a methylated site becomes more important; specific sites are maintained even at the cost of reducing the number of methylated sites. In other words, the impact of a mutation on methylation depends on the CpG sequence density, with different consequences for embedded functional elements. These are exposed to higher mutation rates in lower density regions but with relaxed constraint on where the mutation will occur; in higher density regions, they are exposed to lower mutation rates, but mutations are likely to be constrained to preserve the same sites of methylation.

We tested this prediction by examining the impact of CpG density on mutations, using as output the relative change in transcript abundance in a comparison of two inbred strains. Since CpG methylation in general suppresses transcription, we expected mutations that abrogate a methylated CpG site to increase the relative amount of transcript and found this to be so. Consistent with our predictions from how CpG density relates to methylation, we found that the impact of mutations depended on the CpG density. In regions of low CpG density, we were unable to detect a significant effect of mutation on transcription, despite the very large number of sites analyzed. By contrast, in regions of high CpG density, the far fewer mutations we found made a highly significant contribution to variation in transcript abundance (though the overall effect is small, less than 1%). We also found that in high-density regions, CpG mutations are enriched in chromatin states that mark enhancers.

It is commonly assumed that genetic effects on behavior (as with other complex traits) are likely mediated by changes in transcription, an idea supported by the success of transcription-wide association to facilitate the discovery of genes for common complex traits.^47^ Assuming that the CpG mutations’ effects on transcription can be extrapolated to their effects on behavior, our findings suggest ways to prioritize the detection of genetic variants that alter behavior. One implication is that variants within regions of low CpG sequence density are unlikely to have any detectable effect on a phenotype, which would simplify searches for causative mutations. Conversely, prioritizing the search for causative variants to regions of high CpG sequence density and to enhancers should accelerate the discovery of variants that are causal for behavior. Importantly, there are far fewer variants in high compared to low CpG sequence density regions of the genome (approximately 1,500 compared to 15,000 in a comparison of two strains). While still large, this number is easily within the range of massively parallel reporter assays.^48^ Furthermore, when interest is focused on a single locus, identified for example from fine mapping of behavioral phenotypes, there will be far fewer candidate variants to consider: approximately three candidate variants will lie within a 5-Mb locus, mapped in a comparison between B6 and D2 strains (this does not take into account the non-random distribution of variants across the mouse genome).

Our results support those of others that the high mutation rates at methylated CpG sites depend in part on local sequence context and the genomic region.^43^^,^^44^^,^^45^^,^^46^^,^^47^^,^^48^^,^^49^^,^^50^^,^^51^^,^^52^^,^^53^^,^^54^ We add to this literature by indicating that sequence variants disrupting methylation act primarily through a specific class of candidate functional elements (we identified enhancers) in the context of high CpG sequence density. While we are unable to distinguish standing genetic variation (subject to selective pressure) from *de novo* variation, which makes us unable to determine whether the pattern observed in mice is independent of selection, the pattern suggests that the increased mutational load associated with methylation may be targeted to a subset of functional elements, consistent with findings in other species.^55^ In other words, it is possible that methylation may be being used to target increased rates of mutation to specific elements in the genome.

### Limitations of the study

There are several limitations of our study. First, we used two mouse replicates to generate the methylation RNA data, limiting our ability to detect differences between strains. Second, for most cell types, sequence coverage was too low to detect most methylated sites. We cannot be certain that results found for the high-coverage cell types will apply to others, though as explained in the supplemental information, we think this is unlikely. Third, we cannot be certain we have identified all cell types. Cell types that we inadvertently believe to be homogeneous may confound our analysis, as the effects of mutations in cell-type-specific methylation sites will be obscured. We may also be missing cell types in which mutations have different effects from those documented here. Finally, our analysis is limited to CpG sites and to one region of the brain, the hippocampus. It is possible that mutations affecting non-CpG methylated sites behave differently. It is also possible, though we think unlikely, that different findings will emerge from analysis of different brain regions.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

NeuN-488	Millipore Sigma	MAB377X
NeuN-405	Novus Biologicals	NBP1-92693AF405

**Critical commercial assays**		

Next GEM scATAC-Seq v1.1	10X Genomics	PN-1000175
Chromium Next GEM Automated Single Cell 3′ Library and Gel Bead Kit v3.1	10X Genomics	PN-100014

**Deposited data**		

snmC-seq2 data of 8 mouse strains	This study	GSE245367
snATAC-seq data of 2 mouse strains	This study	GSE245367
snRNA-seq data of 2 mouse strains	This study	GSE245367
Processed methylation data	This study	https://figshare.com/account/home#/collections/6943056
Processed ATAC and RNA data	This study	https://figshare.com/account/home#/collections/6943059

**Experimental models: Organisms/strains**		

C57BL/6J	JAX	Strain ID: 000664
DBA/2J	JAX	Strain ID: 000671
CAST/EiJ	JAX	Strain ID: 000928
FVB/NJ	JAX	Strain ID: 001800
A/J	JAX	Strain ID: 000646
WSB/EiJ	JAX	Strain ID: 001145
PWK/PhJ	JAX	Strain ID: 003715
BALB/cJ	JAX	Strain ID: 000651

**Software and algorithms**		

Cell Ranger V6.0.2	10X Genomics	https://www.10xgenomics.com/support/software/cell-ranger/downloads
Cell Ranger ATAC V2.0.0	10X Genomics	https://support.10xgenomics.com/single-cell-atac/software/downloads/latest
Bismark V0.20.0	Krueger and Andrews^56^	https://github.com/FelixKrueger/Bismark
DESeq2 V1.34.0	Love et al.^44^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Seurat 4.0.5	Stuart et al.^57^	https://github.com/satijalab/seurat
Signac 1.5.0	Stuart et al.^58^	https://github.com/stuart-lab/signac
Model-based Analysis for ChIP-Seq (MACS) V3.0.0a7	Zhang et al.^59^	https://github.com/macs3-project/MACS
DoubletFinder V2.0.3	McGinnis et al.^60^	https://github.com/chris-mcginnis-ucsf/DoubletFinder
Scanpy V1.9.3	Wolf et al.^61^	https://pypi.org/project/scanpy/
Harmony V0.0.9	Korsunsky et al.^62^	https://github.com/immunogenomics/harmony
SCTransform V0.3.2	Hafemeister et al.^63^	https://github.com/satijalab/sctransform
All custom code used in this paper	This study	https://github.com/jonathanflint2/CodeForMethylationPaper

### Resource availability

#### Lead contact

Further information and requests for reagents and resources should be directed to and will be fulfilled by the lead contact, Jonathan Flint ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• Raw and processed sequencing data generated for this study were deposited to NCBI GEO/SRA with accession number GSE245367 and are publicly available at the time of publication. Processed data relating to the results and method sections are shared in figshare
  ○ https://doi.org/10.6084/m9.figshare.23631984.v1
  ○ https://doi.org/10.6084/m9.figshare.23632044.v1
• All original code has been deposited at https://zenodo.org/records/10051912 https://github.com/jonathanflint2/CodeForMethylationPaper and is publicly available as of the date of publication.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Mouse strains

All experimental procedures using live animals were approved by UCLA’s Animal Care and Use Committee (protocol number ARC-2018-026). Male mice from eight inbred strains A/J, C57BL/6J, BALB/cJ, FVB/J, DBA/2J, WSB/EiJ, PWK/PhJ, and CAST/EiJ were purchased from Jackson Laboratories at 8 weeks of age and transferred to UCLA where they were kept for at least 7 days before tissue extraction. Animals were housed with *ad libitum* food and water in a 12 h light-dark cycle.

### Method details

#### Ventral hippocampus microdissections

Adult male animals (Jackson Laboratories) were euthanized at 10–16 weeks old in an isoflurane chamber and decapitated. The brain was removed and the ventral region of the hippocampus was microdissected, snap frozen in dry ice, and stored at −80°C until processing. Tissue from ∼2 animals were combined into a single tube and considered a replicate, with 2 replicates per strain for snmC-seq2, snRNA-seq, and snATAC-seq experiments.

#### Generating snmC-seq2 libraries

We carried out snmC-seq2 on microdissected tissue as previously described.^64^ Briefly, frozen tissue was homogenized into single nuclei suspensions with Dounce homogenization, then immediately sorted on into a 384-well plate with a FACSAria sorter (BD Biosciences) at the UCLA Flow Cytometry Core. We selected for a 75-25 enrichment of neuronal vs. non-neuronal nuclei during FACS sorting using NeuN-488/DAPI counterstains (Millipore Sigma MAB377X). Bisulfite conversion and single-cell methylome libraries were generated following this step.

#### Generating snRNA-seq libraries

Single nuclei suspension and library generation were completed at the Cedars Sinai Applied Genomics, Computation and Translational Core and followed the 10X protocol for the Chromium Next GEM Automated Single Cell 3′ Library and Gel Bead Kit v3.1 (cat# PN-100014) as described except for the following modifications:

Suspensions from cell nuclei were generated using the recommended method from the 10X scMultiome protocol (CG000375 Rev C) to lyse cells and obtain nuclei. Following single nuclei suspension generation, nuclei were counterstained for 7-AAD and NeuN-405 antibody (Novus Biologicals, 1:200) and sorted on a MACSQuant Tyto (Miltenyi Biotech) prior to GEM generation. We selected for a 75-25 split of NeuN+/7-AAD+ nuclei for neurons and NeuN-/7-AAD+ for non-neuronal nuclei respectively. We captured ∼10,000 nuclei per genotype per region per replicate on a single 10X GEM chip. All downstream library preparation was done according to the 10X Genomics protocol (CG000286) and sequenced on a Novaseq 6000 with a target of ∼40-50k reads per nucleus.

#### Generating snATAC-seq libraries

Single nuclei suspension and library generation were completed at the Cedars Sinai AGCT core and followed the 10X protocol for Next GEM scATAC-Seq v1.1 (PN-1000175) as described except for the following modifications:

Nuclei suspensions were generated using the recommended method from the 10X scMultiome protocol (CG000375 Rev C) to lyse cells and obtain nuclei.

Following single nuclei suspension generation, nuclei were counterstained for 7-AAD and sorted on a MACSQuant Tyto prior to GEM generation. NeuN was not used for neuronal enrichment due to dye incompatibility between our NeuN antibody and a nuclear counterstain. After the sort, we carried out permeabilization of nuclei as per the protocol. We aimed to capture 10,000 nuclei per well x 8 wells, for a total of 80,000 nuclei over 8 total samples (∼10,000 nuclei per genotype per region per replicate). All downstream library preparation was done according to the 10X Genomics protocol (CG000209) and sequenced on a Novaseq 6000 with a target of >35k reads per nucleus.

### Quantification and statistical analysis

#### Mapping and primary quality control

All reads were mapped to the mouse mm10, Genome Reference Consortium Mouse Build 38 (GCA_000001635.2)). The gene and transcript annotation used was a GENCODE GTF file.^65^ snmC-seq2 reads were mapped using Bismark (V0.22.3) to SNP-swapped mm10 genomes. This was done to allow us to directly compare chromosomal coordinates between the 8 strains. SNPs for each strain were downloaded from the Sanger Institute Mouse Genomes website.^12^ Custom code was used to generate 8 separate SNP-swapped genomes for each strain by replacing each corresponding SNP nucleotide position in the B6J mm10.fa file with the nucleotide of that strain.

snRNA and snATAC-seq reads were mapped using 10X Cell Ranger (V6.0.2) and 10X Cell Ranger ATAC (V2.0.0) respectively against mm10 for B6 and an SNP-swapped mm10 for DBA. We retained introns for RNA analysis while default settings were used for ATAC analysis.

#### Single-nucleus methylation data quality control and preprocessing

Cells were filtered on the basis of several metadata metrics: (1) mCCC level <0.03; (2) global mCG level >0.5; (3) global mCH level <0.2; (4) total mapped reads >100,000; (5) Bismark mapping rate >0.5; and (6) percent genome covered >2.

Methylation features were calculated as fractions of methylcytosine over total cytosine across gene bodies ± 2kb flanking regions and 100kb bins spanning the entire genome. Methylation features were further split into CG and CH methylation types. Features overlapping our methylation mm10 blacklist were removed. 100kb bin features were then filtered on minimum mean coverage >500 and maximum mean coverage <3000. Gene body features were filtered on minimum coverage >5 and all remaining features were normalized per cell using the beta binomial normalization technique in allcools.^16^

#### Single-nucleus RNA sequencing data quality control and preprocessing

All quality control and preprocessing were done under the Seurat package framework.^57^ Per biological sample, we filtered out cells that (1) fall below the 5th percentile of the total UMI counts (nCount_RNA) or the 5th percentile total number of unique genes expressed (nFeature_RNA) or 700 unique genes expressed, whichever was more stringent; (2) are over the 95th percentile quantile in either the total UMI counts or the total number of unique genes expressed; (3) have larger than 5% mitochondria fraction (percent.mt).

Global coverage normalization: counts per million (CPM) was applied to each cell followed by log transformation (“LogNormalize”). We then projected cells from each biological sample to low dimensional space using principal components analysis (PCA) on highly variable features selected by Seurat. Potential doublets were identified and subsequently removed from the downstream analysis by DoubletFinder,^60^ ran in the top 15 principal components space with the expected doublet rate set to the recommended amount from 10X genomics based on loading volume (10k nuclei per well).

#### Single-nucleus ATAC sequencing data quality control and preprocessing

All quality control and preprocessing were done under the Seurat and Signac package framework.^58^ Per sample, we first used Model-based Analysis for ChIP-Seq (MACS) to call sample specifc *de novo* peaks from its fragments file.^59^ We then merged sample-specific sets of peaks to a unified peaks set while removing peaks with length larger than 10000bp or smaller than 20bp. A unified peaks by cells count matrix was constructed from the fragments file while removing cells with lower than 200 peaks detected and peaks only present in less than 10 cells. Cells were filtered based on the following criteria: (1) appropriate number of non-duplicate, usable read-pairs (passed_filters from Cell Ranger’s output singlecell.csv). Specifically, we set it to larger than 3000, 4000, 2500, and 5000 for the 2 BL6 samples and 2 DBA samples respectively. (2) number of fragments overlapping peaks (peak_region_fragments from Cell Ranger’s output singlecell.csv) falls within the 5th percentile and the 95th percentile. (3) ratio of fragments overlapping peaks over the total number of non-duplicate, usable read-pairs falls within the 5th percentile and the 95th percentile. (4) nucleosome_signal: the ratio of fragments between 147 bp and 294 bp (mononucleosome) to fragments <147 bp (nucleosome-free) is smaller than 4. (5) TSS enrichment score is larger than 2. We did not include a filter for ratio of peaks in black list regions over the total number of non-duplicate, usable read-pairs as this was removed during the construction of the DBA SNP-swapped reference genome.

We normalized the count data with Text Frequency Inverse Document Frequency (RunTFIDF) and performed Singular Value decomposition (RunSVD) on top 90% informative features selected by Signac (FindTopFeatures). The first low dimensional embedding was excluded from downstream doublet detection and clustering analysis due to high correlation with sequencing depth.

Potential doublets were identified and subsequently removed from downstream analysis by DoubletFinder,^60^ ran on the 2^nd^ −11^th^ low dimensional embedding with the expected doublet rate set to recommended amount from 10X genomics based on loading volume (10k nuclei per well).

Finally, we built a gene-by-cell transcriptional activity matrix that counts per cell, at the gene body and 2000bp upstream to capture the promoter region, the total number of ATAC-seq counts.

#### Cell type cluster generation and modality integration

##### Single-cell methylation clustering

Principal component analysis was run using Scanpy^61^ default parameters followed by k-nearest neighbors (knn) using only the top 16 principal components by amount of variance explained and k = 15. Divergences between strains were evident in initial unsupervised clustering so Harmony^62^ was used to correct the batch between strains and unbias clusters arising from strain differences. After Harmony was applied, iterative clustering was performed with a combination of leiden unsupervised clustering and UMAP dimensionality reduction, identifying clusters as cell types by marker gene hypomethylation.^16^

##### Single-nucleus RNA sequencing data integration, clustering and annotation

Gene counts were normalized using SCTransform,^63^ and regressed out percentage of reads from mitochondrial genes. We then integrated cell from all samples using reciprocal principal components analysis (rPCA) implemented in Seurat 4.0.5^57^ on the top 5000 integration genes and top 30 reciprocal principal components. For clustering, we standardized the integrated data, performed PCA on all integrated genes and ran *de novo* Louvain clustering algorithm in the top 15 principal components space with resolution set to 0.1. Cluster markers that are conserved between the strains were called using non-parametric Wilcoxon rank-sum test and subsequently used for annotation. We annotated clusters by manually checking conserved markers against the ALLEN BRAIN MAP’s Mouse Whole Cortex and Hippocampus dataset.

##### Single-nucleus ATAC sequencing data integration, clustering and annotation

We first jointly projected all cells’ ATAC peak profile to uncorrected Latent Semantic Indexing (LSI) embeddings with TFIDF transformation followed by calculating SVD on the top 90% most informative peaks. Peak profile embeddings were then integrated in shared low dimensional space via integration anchors identified in the 2^nd^ to 30^th^ reciprocal LSI space as implemented in Signac 1.5.0. We then integrated cell transcriptional activity profiles by performing SCTransform after regressing out percentage of activity from mitochondrial genes and carried out rPCA integration on integration genes identified from the single-nucleus RNA experiment and the top 10 reciprocal principal components. We transferred the single-nucleus RNA annotation onto the single-nucleus ATAC cells by linking the RNAs expression profiles with ATAC transcriptional activity profiles through canonical correlation analysis (CCA) described in Seurat. Pairs of cells from each modality that are mutual nearest neighbors in the top 15 canonical component space were identified as “transfer anchors”. “Anchors” were further filtered and weighted by distances in the integrated peak embeddings prior to impute ATAC cells’ annotation.

##### Co-embedding single-nucleus methylation with single-nucleus RNA and single-nucleus ATAC sequencing data

While we obtained separate independent annotations for single-nucleus methylation cells and RNA and ATAC cells, a joint embedding demonstrates that cluster annotation is highly concordant across modalities.

We used the negative of the average mCH fraction of the gene body ± 2kb as the proxy of methylation cell’s transcriptional activity as described previously.^16^ Single-nucleus RNA expression profiles were linked to single-nucleus methylation gene body mCH profiles via CCA on RNA integration genes. We then identified “transfer anchors” in the top 15 canonical component space and used them to impute methylation cells’ expression profiles. Single-nucleus ATAC cell expression profiles were imputed similarly with previously computed “anchors”. All three modalities were merged on their integrated or imputed expression profiles and projected to low dimensional space via PCA, and visualized by UMAP performed on the top 15 principal components.

In general, cell-type annotation demonstrated high concordance across the three modalities, except on single nucleus methylation of non-neuronal cells, where the VLMC, OPC and MGC cell clusters did not colocalize with the corresponding expression-based annotation counterpart. This could be partially explained by the fact that mCH methylation is largely not present in the non-neuronal population.^66^ In addition, both the "transfer anchor" and subsequently the imputed transcriptomic profile for single nucleus methylation cells were identified using the “gene body only” mCH fraction, a significant reduction in information compared to what was used for the *de novo* single nucleus methylation annotation, which included both the mCG and mCH fraction at 100kb genome wide.

#### Analysis of cell type specific effects and relationships with sequence variation

##### Cell-type specific differential test for single-nucleus ATAC and single-nucleus RNA

We used DESeq2^44^ for cell-type specific pseudobulk level differential expression analysis and differential accessibility analysis. Per cell type, raw counts were aggregated to replicate level and DESeq2 was run under default parameters to detect statistical evidence of strain differences.

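Applied to accessibility in Exc-DG, edgeR's quasi-likelihood test over the 297387 peaks with at least 10 counts called 17758 peaks different between D2 and B6 at adjusted p under 0.05, 10077 higher and 7681 lower in D2. DESeq2 with default parameters called 4849, 2534 higher and 2315 lower, and was the alternative that moved the number most. Leaving out each library gave between 10688 peaks, without B6 library 2, and 13588, without D2 library 2, with 11572 without D2 library 3. The 3 peaks with the largest increases in D2 at a mean of at least 5 CPM had 0 counts in B6, and their folds are lower bounds against 3 counts over the B6 libraries. The first lies on chromosome 19 of GRCm38 from 56510394 to 56511855, outside GENCODE vM21 genes, with 366 and 578 counts in the D2 libraries (20.8 ± 0.203 CPM, SD, n = 2), at least 323-fold higher than in B6 (adjusted p = 4.94e-111, edgeR). The second lies nearby, from 56494017 to 56495430, with 370 and 553 counts and at least 315-fold higher. The third, on chromosome 4 from 122455126 to 122455442 in the processed pseudogene Gm12895, had 222 and 459 counts and was at least 233-fold higher. The 3 largest decreases all lay on unplaced scaffolds, where D2 had no counts in any peak, and were at least 3173-fold, 1843-fold and 476-fold lower in D2, bounds that hold only if the D2 reference held the scaffolds. On chromosomes the largest decrease, named after its values were seen, lay on chromosome 2 from 141844191 to 141845727 in Macrod2, with 516 and 510 counts in B6 and 0 in D2, at least 334-fold lower (adjusted p = 8.21e-114, edgeR). Peaks in Macrod2 starting at 141861431, 141870798 and 141875802 also had 0 counts in D2, with 119, 94 and 417 in B6. A deletion in D2, a difference in mapping and closed chromatin were not tested for these peaks.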

##### Pipeline to identify relationship between methylation and sequence variation in multiple strains

###### Data from each strain for each cell type was combined into a single R data frame, where the following pieces of information were included for each site

**Table:** 

chr	Chromosome	
pos	bp position	
aj.mc	Methylated reads	A/J
aj.cov	Total reads	A/J
b6.mc	Methylated reads	C57BL/6J
b6.cov	Total reads	C57BL/6J
balb.mc	Methylated reads	BALB/cJ
balb.cov	Total reads	BALB/cJ
cast.mc	Methylated reads	CAST/EiJ
cast.cov	Total reads	CAST/EiJ
d2.mc	Methylated reads	DBA/2J
d2.cov	Total reads	DBA/2J
fvb.mc	Methylated reads	FVB/J
fvb.cov	Total reads	FVB/J
pwk.mc	Methylated reads	PWK/PhJ
pwk.cov	Total reads	PWK/PhJ
wsb.mc	Methylated reads	WSB/EiJ
wsb.cov	Total reads	WSB/EiJ
strand	Strand	
type	CG or CH	
total.mc	Total methylated reads for all strains	
total.cov	Total coverage over all strains	
fraction.mc	Fraction of methylated reads	
n.strains	Number of strains for which data were available	
var.pos	Postion of variants with respect to the position of the methylated site	
var.sdp	Strain distribution pattern of sequence variation	

This information was incorporated using custom perl scripts run in the following order, for each chromosome

(1) FindMethylatedCoordinatesForAllStrainsInOneTissue.pl -f <file of filenames of pseudobulk files (divided by chromosome) >
(2) GetAllMethylatedSitesFromCoordinates.pl -C chromosome -c <coordinate file> -f < output of step 1> > chr.n.cell.type.file
(3) IdentifyVariableMethylation.pl -f chr.n.cell.type.file > chr.n.cell.type.annotated.txt
(4) MatchToGenes.pl -c chr.n.cell.type.annotated.txt -g refGene.txt -i > chr.n.cell.type.annotated.genes.txt
(5) AddVariantsToDiffFile8Strains.pl -v chr.n.seq.vars -f chr.n.cell.type.annotated.genes.txt -a -c -w 0 > chr.n.cell.type.annotated.genes.variants.txt

Genome location was obtained from mm10, Genome Reference Consortium Mouse Build 38 (GCA_000001635.2)) and gene information from the associated databases.^65^ Sequence variants were downloaded from the Sanger Institute Mouse Genomes project.^12^

We confirmed that the sequence variants coincided with the expected position by searching for sites with rs numbers and checking that the coordinates agreed between those in the file and those in the mouse mm10 assembly. We confirmed that a file has the correct sequence variants by downloading genome sequence from the UCSC browser and confirming that the sequence is “C’ at the “+” strand indices from the comparison file. We added to this file the location of all CpGs, from the genome and from each strain, with the script:

FindCpGs.pl -c chromosome (assumes the presence of a sequence file to process of the form chr1.fa in a given directory) -f <annotation file>

This script identifies a five base pair context around any cytosine in the genomic sequence, testing for the presence of any variant that changes the reference B6 genome to a C by using the strain variant information.^12^ This generates a file with the 5 bp sequence context in the reference genome, the sequence for each strain (marked as CG for CpG), the number of methylated sites, the sequence coverage and a column for annotations (containing gene information and other potentially relevant features, downloaded from UCSC genome browser databases.^65^

We extracted regions of 2 kilobases in length (different segment sizes were also analyzed), examined for each the methylation and mutational spectrum. To do so we consider variation in coverage in each segment and correct for this by down sampling the strain with the most sequence reads at each region (we randomly reduced the amount of methylation proportionate to the ratio in the total sample). We require a minimum coverage of 5 reads and to call a site methylated we require at least 10% of the reads to be methylated. If the coverage is good enough to call a site, but lacks evidence for methylation, then the site is regarded as not methylated.

We compared two definitions of similarity

(1) - two regions are the same if they contain the same amount of methylation
(2) - two regions are the same if they have the same pattern of methylation (i.e., the same sequence cytosine residues are methylated)

In definition 1 there can be different sites that are methylated but the total is the same - so definition 2 is a subset of definition 1.

We ask whether the amount of methylation in a region is maintained to overcome the impact of mutation (if this is true, there will be more mutations separating CAST from B6 than from BALB and B6 but the methylation will be the same (by definition 1 above)). To get information about the pattern and the equivalence of methylation we derive two measures for each segment for each pair of strains: the probability that any pair of sites is in the same state (methylated or not) and the ratio of the total number of methylated sites in the two strains.

We run a pairwise strain comparison in which we count the following: the number of sites that are CpG, the number of sites that are methylated, the number of sites that are unmethylated, the number of methylated CpG sites that are mutated and the number of unmethylated CpG sites that are mutated.

We estimate the probability that two sites are equal (either 0, 0 or 1,1) using the following algorithm in perl:

sub prop_occurrence {

my ($array1_ref, $array2_ref) = @_; my $p = 1; my $q = 0;

# Convert binary data to numeric data

my @array1 = map { $_ ? 1 : 0 } @$array1_ref; my @array2 = map { $_ ? 1 : 0 } @$array2_ref;

# Count the occurrences of p and q in array1

my $count_p_array1 = grep { $_ = = $p } @array1; my $count_q_array1 = grep { $_ = = $q } @array1;

# Count the occurrences of p and q in array2

my $count_p_array2 = grep { $_ = = $p } @array2; my $count_q_array2 = grep { $_ = = $q } @array2;

# Count the occurrences of p and q at the same site in both arrays

my $count_pp = 0;

my $count_qq = 0; for my $i (0.$#array1) {

$count_pp++ if ($array1[$i] = = $p && $array2[$i] = = $p);

$count_qq++ if ($array1[$i] = = $q && $array2[$i] = = $q);

}

# Calculate the proportions

my $prop_p_array1 = $count_p_array1/scalar(@array1);

my $prop_p_array2 = $count_p_array2/scalar(@array2);

my $prop_q_array1 = $count_q_array1/scalar(@array1);

my $prop_q_array2 = $count_q_array2/scalar(@array2);

my $prop_pp = $count_pp/scalar(@array1);

my $prop_qq = $count_qq/scalar(@array1);

return ($prop_p_array1, $prop_p_array2,$prop_q_array1,$prop_q_array2, $prop_pp, $prop_qq);

}

These analyses are performed using the perl script

PairwiseComparison.pl -f <file>

The output contains the CpG density for the segment analyzed, probability and ratios, together with the numbers of each category used to generate those results.

Finally, we sum results across segments with the same CpG density with the script.

SumByDensity.pl -f <file>

This script works out the probability and ratio for all sites in each segment, using the same approach as described above. The script outputs the following information: ‘seg’, the CpG density, ‘s1’ and ‘s2’ the two strains compared, ‘CG.all’ the number of CpG sites, ‘CG.me.0’ the number not methylated,‘CG.me.1’ the number methylated, ‘mutant.me.0’ the number of mutant sites not methylated, ‘mutant.me.1’ the number of methylated mutant sites, ‘prob’ the probability that sites are in the same methylation state, ‘ratio’ the ratio of the number of methylated sites, and the number of methylated sites in each strain(‘s1.me’ and ‘s2.me’). These files are used to generate the figures in the main text and supplemental material. The script for these plots is MethylationSequenceComparison.R.

##### Assessing whether mutations have an effect dependent on CpG density

We combined information from the different modalities into one text file with this script

CombineModalities.pl -d density file -r rna DESEQ2 file -R RNA count file -a atac DESEQ file2 -A atac count file -f counted file -c chromosome

This includes heterochromatin states information^45^ which is included in a column in the output file. Subsequent analyses are performed in R.

Predicted phenotypes (RNA fold change) are quantile normalized with this function

invnorm <- function (x) {

y = (rank(x,na.last = "keep")-0.5)/sum(!is.na(x))

return (qnorm(y))

}

We compared differences between mean effects of fold change in the two groups (high and low CpG density using a t test

t.test (data$normalized.log2fold[data$high = = 1],data$normalized.log2fold[data$high = = 0])

We ran a series of linear models to test the effect of mutations on fold change in the transcript abundance. These models are of the form:

summary (lm(invnorm(rna.log2fold) ∼ mutation ∗ density, data = data))$coefficients.

For assessing the impact of annotations we establish a null model in which annotations, density (high vs. low) and mutations predict change in transcript abundance

fit0 = lm (normalized.log2fold ∼ chromosome + position + annotations + density + mutations, data = data)

We compare this null model with one that allows an interaction between mutation and density

fit1 = lm (normalized.log2fold ∼ chromosome + position + annotations + density + mutations + density:mutations, data = data)

and compare the fit of the two in an analysis of variance

anova (fit0, fit1)

#### Calibrating P-values

We explored the distribution of P-values using the ‘sample’ function in R. We re-sampled at the gene level for the expression data (so each gene is re-assigned an expression level from a different gene) and examined the P-value distributions to determine if the P-values were well calibrated.

#### Testing for an interaction between CpG density and mutation

Our hypothesis is that the effect of mutation on transcript abundance depends on CpG sequence density in a non-linear way (larger in regions of high density and lower in regions of low density). In the main text we test this by looking at the impact of features separately in high and low sequence density regions. To examine the involvement of covariates we use a slightly different approach: we test for the presence of an interaction between mutations and ‘high’ versus ‘low’ density region. While the interpretation of the effect size of the interaction is not intuitive, the test has the virtue of delivering a single result for answering our question while including the impact of covariates that could confound the interpretation.

We tested for an interaction between mutation and density, including the effect of chromatin states, using a set of mouse ‘universal’ chromatin states.^45^ 

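At a minimum of 10 counts over the 4 Exc-DG libraries of B6 and D2, 297387 of the 300819 peaks were kept. Requiring 10 counts in each strain left 269752 peaks, and 50 counts over the 4 libraries left 215453. Of the 297344 kept peaks on chromosomes, 8135 (2.74%, 95% exact binomial interval 2.68% to 2.80%) had their midpoint in a window of 2 kb with more than 40 CpG/Kb.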

We assigned chromatin states to specific cell types by searching for an overlap between ATAC sites and annotations, requiring a total of at least 10 reads in the B6 and D2 strains. The model we tested, in R formulation, is:

lm (normalized.log2fold ∼ annotations + density + mutations + density:mutations, data = data)

Results, shown in Table S2, reveal a highly significant interaction: p = 8.41E−08.

We used the same model to test the sensitivity of our results to assumptions about CpG sequence density and expression changes. We explored the impact of the thresholds we used for defining high and low CpG sequence density and the impact of excluding, or including, sites on the genome based on gene expression levels.

To examine the threshold for distinguishing high and low sequence density CpG regions of the genome, we divided CpG sequence density into high and low regions based on the results of Figure 2 in the main text, choosing the inflection point of the curve at 40 CpG/Kb. What happens if a different threshold is chosen? We include all transcripts, regardless of the size of the DESeq estimated log2fold change. We choose CpG sequence density thresholds between 14 and 60, and for each one divided the sample into high and low sequence density regions. We then calculated the interaction between the mutation and the RNA abundance, using the same linear model described above. Figure S2 shows the results, demonstrating a peak in the effect size at a density of 38 CpG/Kb.

What happens if we restrict analysis to RNA transcripts where there is some evidence of a difference between the two strains and where the effect is small (less than a 2-fold change)? Figure S3 gives the answer: the peak effect size is at 38, which coincides with the most significant interaction. The main difference is that the effect estimates are much bigger, as noted in the main text.

What is the effect of altering our threshold for including transcripts in the analysis? In the main text we describe results where we exclude transcripts with log2 fold values greater than 2. We have no prior evidence to support choosing this value, so what happens if we alter it? How robust are the results? We chose a CpG sequence density threshold of 38 and ran the interaction analysis thresholding transcripts on log2 fold values between 0.2 and 8. The effect size of the interaction is shown in Figure S4, and data in Table S3. The effect becomes positive at values greater than 0.5, and has a maximum at a threshold of 2, drops to just over 0.1 by a threshold of 4, and remains stable thereafter. Since the accuracy of effect size estimates will vary considerably depending on read counts and the true difference between the strains, we also stratified by the P-value of the DESeq analysis. Figure S5 shows the same pattern for the change in interaction effect size (a logP of 10 is approximately the same as a two -old change in the ratio). We also tested the effect of altering P-values thresholds for including transcripts in our analysis (in the main text we report results for including transcripts where the P-value for the differential expression, obtained from DESeq2, was less than 0.05). For each threshold we ran an interaction analysis, testing the dependence on the high density of CpG sites of the relationship between normalized change in transcript abundance and the presence of mutations. The results, shown in Table S4, demonstrate that the interaction effect is robust to the threshold we use.

# Supplementary material for: Single-cell methylation analysis of brain tissue prioritizes mutations that alter transcription
**Source:** Cell Genom. 2023 Dec 4;3(12):100454. doi: 10.1016/j.xgen.2023.100454
**Supplement:** Document S1. Figures S1–S6 and Tables S1–S6

**Cell Genomics, Volume 3**

## **Supplemental information**

### **Single-cell methylation analysis of brain tissue prioritizes mutations that alter transcription**

**Jonathan Flint, Matthew G. Heffel, Zeyuan Chen, Joel Mefford, Emilie Marcus, Patrick B. Chen, Jason Ernst, and Chongyuan Luo**

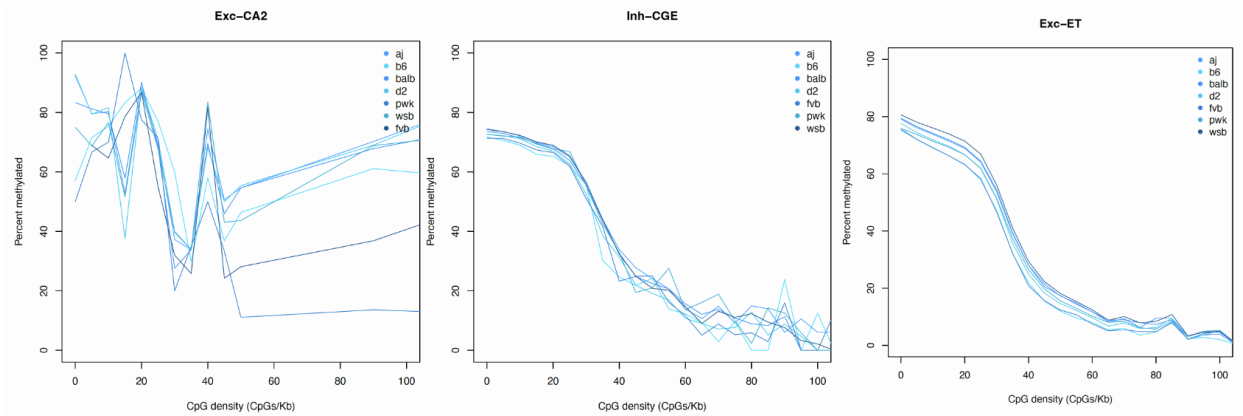

*Supplemental Figure S1. Relationship between methylation state and CpG density for three cell types at different genome coverages, related to Figure 2a. The percentage of CpG sites that are methylated is shown on the vertical axis. The horizontal axis is the sequence density of CpG sites (regardless of methylation) per kilobase of genomic DNA. Each blue line represents a different inbred strain where aj = A/J, b6 = C57BL/6J, balb = BALB/cJ, d2 = DBA/2J fvb= FVB/J , pwk = PWK/PhJ and wsb = WSB/EiJ. The cell type names are shown on top of each panel. Mean genome sequence coverages are 7 for Exc-CA2, 16 for Inh-CGE and 36 for Exc-ET. At coverage less than 10, the relationship between CpG density and methylation is invisible due to the large amount of variation in the estimates, but as coverage increases the pattern becomes clear in all celltypes.*

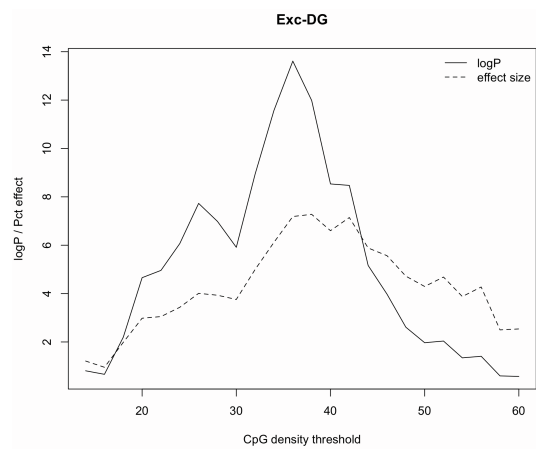

*Supplemental Figure S2. Interaction effect between mutation and RNA transcript abundance plotted for different thresholds for CpG density, related to STAR Methods. The horizontal axis shows the threshold at which CpG density was divided into 'high' versus 'low' regions. The vertical axis shows the negative logarithm of the P-value (base 10) for the interaction, and the effect size (multiplied by 100).*

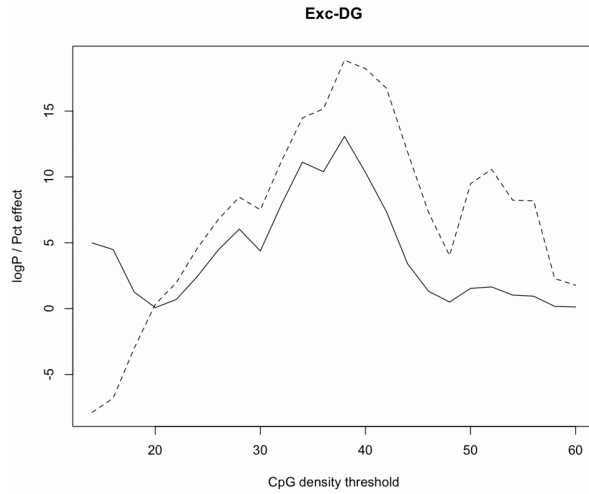

*Supplemental Figure S3. Interaction effect between mutation and RNA transcript abundance plotted for different thresholds for CpG density, related to STAR Methods. The horizontal axis shows the threshold at which CpG density was divided into 'high' versus 'low' regions. The vertical axis shows the negative logarithm of the P-value (base 10) for the interaction (dotted line on the graph), and the effect size (multiplied by 100) (solid line on the graph).*

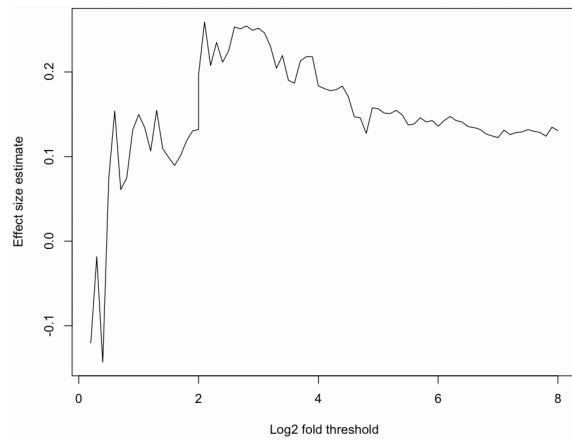

*Supplemental Figure S4. Interaction effect sizes between mutation and CpG density at different thresholds for including transcripts, related to STAR Methods. The horizontal axis shows log2 fold thresholds and the vertical axis shows the effect size estimate of the interaction.*

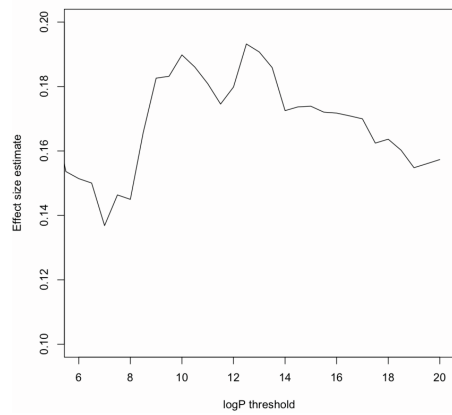

*Supplemental Figure S5. Interaction effect size between mutation CpG density for predicting RNA transcript abundance, related to STAR Methods. The x axis shows different -LogP thresholds for including transcripts. The vertical axis shows the effect size estimate of the interaction.*

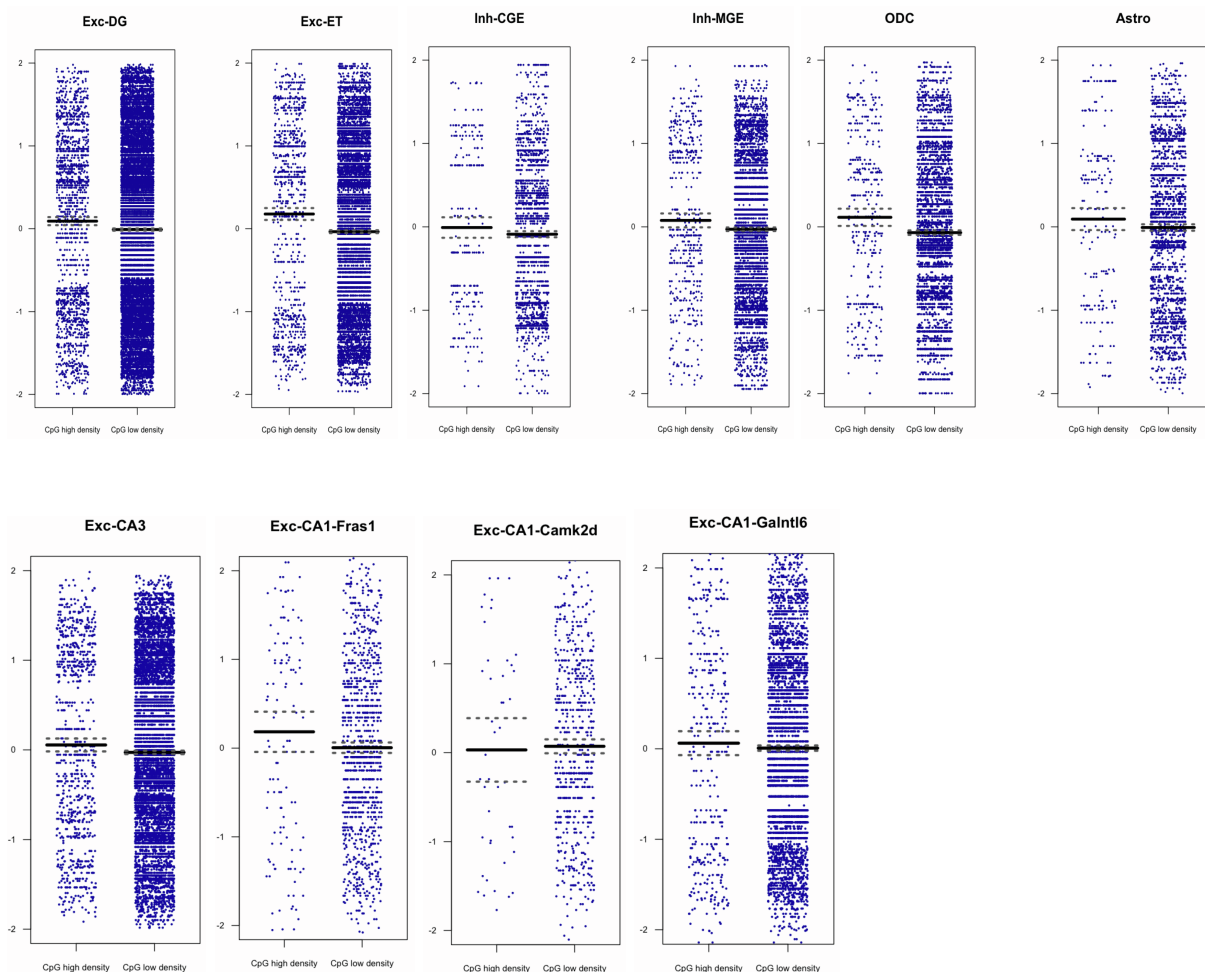

*Supplemental Figure S6. Effect of mutations at methylated CpGs on normalized fold change in RNA abundance in regions of low and high CpG density, related to Figure 5. Each plot shows results for a different tissue type. Each dot represents the change in RNA transcript abundance in D2 compared to B6 strains of mice for mutations lying in regions of high CpG density (> 40 CpG/Kb) and in regions of low CpG density (<40 CpG/Kb). The horizontal bars indicate the mean change in RNA transcript, with upper and lower 95% confidence intervals shown as dotted lines. The names of cell types are given at the head of each plot. The first is the Exc-DG cell type reported in the main text. The second is an excitatory cell type, Exc-ET which contains only 10% of the sites used for the Exc-DG set but still demonstrates that mutations in high CpG sequence density regions increase the RNA fold change compared to mutations in low sequence density regions.*

| <b>Cell type</b>  | <b>Mean coverage</b> | <b>Cell type</b> | <b>Mean coverage</b> |
|-------------------|----------------------|------------------|----------------------|
| Exc-CA2           | 7.28                 | MGC              | 12.81                |
| Exc-Fstl4-Grm3    | 7.46                 | Exc-CA1-Lingo2   | 13.50                |
| EC                | 7.46                 | Inh-CGE          | 16.44                |
| Exc-CA3-Kcnh5     | 7.53                 | Exc-Kcnh5-Foxp1  | 17.16                |
| VLMC              | 7.56                 | ODC              | 20.81                |
| Exc-Gfra1         | 8.76                 | Inh-MGE          | 24.22                |
| Exc-GM45686       | 9.49                 | Exc-CA3          | 25.08                |
| Exc-Kcnh5-Cables1 | 10.26                | Exc-ET           | 35.85                |
| Astro             | 11.23                | Exc-DG           | 56.22                |
| OPC               | 11.80                |                  |                      |

*Supplemental Table S1. DNA sequence coverage information for each cell type for the single nucleus methylation analyses. Related to Figure 1.*

| Feature      | Df      | Sum sq  | Mean sq | F-value | P-value    |
|--------------|---------|---------|---------|---------|------------|
| States       | 16      | 4864    | 304.03  | 398.87  | < 2.20E-16 |
| Density      | 1       | 2578    | 2578.44 | 3382.73 | < 2.20E-16 |
| Mutation     | 1       | 119     | 118.51  | 155.48  | < 2.20E-16 |
| Density:Mut. | 1       | 22      | 21.88   | 28.71   | 8.41E-08   |
| Residuals    | 7215541 | 5499937 | 0.76    |         |            |

*Table S2. Results from a linear model that tests the prediction of chromatin states, CpG density, mutation and the interaction between mutation and density on the log2fold change in transcript abundance, related to Figure 5 and STAR Methods. Df is degrees of freedom, Sum sq and Mean sq, the sum and mean squares. The interaction is shown as “Density:Mut” and is significant, consistent with the results shown in the main text.*

| Fold threshold | Total sites | Interaction effect | Interaction p-value | No. of mutations | No. of mutations in high density |
|----------------|-------------|--------------------|---------------------|------------------|----------------------------------|
| 1.9            | 1,279,002   | 0.152              | 3.24E-08            | 19,242           | 1,446                            |
| 1.8            | 1,267,991   | 0.133              | 1.79E-06            | 19,039           | 1,413                            |
| 1.7            | 1,258,155   | 0.114              | 4.58E-05            | 18,874           | 1,402                            |
| 1.6            | 1,247,122   | 0.102              | 2.94E-04            | 18,537           | 1,371                            |
| 1.5            | 1,221,391   | 0.112              | 1.11E-04            | 17,804           | 1,313                            |
| 1.4            | 1,204,120   | 0.136              | 3.34E-06            | 17,370           | 1,289                            |
| 1.3            | 1,194,103   | 0.169              | 1.06E-08            | 17,127           | 1,255                            |
| 1.2            | 1,169,735   | 0.118              | 8.77E-05            | 16,679           | 1,202                            |
| 1.1            | 1,151,405   | 0.153              | 5.39E-07            | 16,451           | 1,168                            |
| 1.05           | 1,138,464   | 0.143              | 3.37E-06            | 16,278           | 1,141                            |
| 1.01           | 1,119,438   | 0.158              | 4.04E-07            | 15,954           | 1,120                            |

*Supplemental Table S3. Impact of log2 fold threshold for including transcripts in an analysis of interaction between mutation and changes in transcript abundance, related to STAR Methods. The table gives details for analyses performed with fold threshold values between 1.01 and 1.9*

| LogP<br>threshold | Interaction<br>effect | Interaction<br>pval | Interaction<br>logp |
|-------------------|-----------------------|---------------------|---------------------|
| 0.5               | 0.05                  | 1.49E-05            | 4.83                |
| 1                 | 0.06                  | 1.87E-09            | 8.73                |
| 2                 | 0.07                  | 3.17E-12            | 11.50               |
| 3                 | 0.07                  | 8.14E-15            | 14.09               |
| 4                 | 0.07                  | 1.66E-13            | 12.78               |
| 5                 | 0.07                  | 5.98E-15            | 14.22               |
| 6                 | 0.07                  | 1.47E-13            | 12.83               |
| 7                 | 0.07                  | 4.51E-13            | 12.35               |
| 8                 | 0.06                  | 4.78E-12            | 11.32               |
| 9                 | 0.07                  | 4.78E-15            | 14.32               |
| 10                | 0.08                  | 9.25E-17            | 16.03               |
| 11                | 0.08                  | 7.70E-17            | 16.11               |
| 12                | 0.08                  | 4.47E-17            | 16.35               |

*Supplemental Table S4. Impact of logP fold threshold for including transcripts in an analysis of interaction between mutation and changes in transcript abundance, related to STAR Methods.*

|                    | Exc-DG  |        | Exc-ET |       | Inh-MGE |       | Inh-CGE |       | ODC    |       | Astrocytes |       |
|--------------------|---------|--------|--------|-------|---------|-------|---------|-------|--------|-------|------------|-------|
|                    | Low     | High   | Low    | High  | Low     | High  | Low     | High  | Low    | High  | Low        | High  |
| <b>No mutation</b> | 1224434 | 115205 | 704927 | 63588 | 351714  | 36588 | 178097  | 24846 | 296262 | 29849 | 210020     | 32859 |
| <b>Mutation</b>    | 19090   | 1962   | 10625  | 1026  | 5277    | 538   | 2027    | 261   | 3938   | 417   | 2142       | 261   |

*Supplemental Table S5. The number of methylated sites with and without mutations in six cell types, related to Figure 5. The sites are shown for regions of low and high CpG density (where high is greater than 38 CpG/Kb)*

|                   | <b>Exc-DG</b> | <b>Exc-ET</b> | <b>Inh-MGE</b> | <b>Inh-CGE</b> | <b>ODC</b> | <b>Astrocytes</b> | <b>Exc-CA3</b> | <b>Exc-CA1-Fras1</b> | <b>Exc-CA1-Camk2d</b> | <b>Exc-CA1-Galnt16</b> |
|-------------------|---------------|---------------|----------------|----------------|------------|-------------------|----------------|----------------------|-----------------------|------------------------|
| P- value          | 2.2E-25       | 3E-161        | 1.42E-49       | 3.63E-08       | 2.5E-74    | 0.386             | 3.38E-20       | 0.136                | 0.829                 | 0.431                  |
| High density mean | 0.031         | 0.113         | 0.083          | 0.041          | 0.09       | 0.011             | 0.036          | 0.184                | 0.032                 | 0.062                  |
| Low density mean  | -0.001        | -0.005        | -0.003         | 0.001          | -0.021     | -0.006            | -0.004         | 0.005                | 0.072                 | 0.008                  |
| t-value           | 10.412        | 27.125        | 14.822         | 5.509          | 18.284     | -0.867            | 9.209          | 1.499                | -0.217                | 0.789                  |
| df                | 134052        | 72084         | 42057          | 29678          | 34929      | 40890             | 71941          | 142                  | 55                    | 413                    |

*Supplemental Table S6. Results from t-tests to determine the difference between the number of sites with and without mutations in regions of high (>38 CpG/Kb) and low (<38 CpG/Kb) density CpGs in ten cell types, related to Figure 5.*

# Supplementary material for: Single-cell methylation analysis of brain tissue prioritizes mutations that alter transcription
**Source:** Cell Genom. 2023 Dec 4;3(12):100454. doi: 10.1016/j.xgen.2023.100454
**Supplement:** Document S2. Article plus supplemental information

# Single-cell methylation analysis of brain tissue prioritizes mutations that alter transcription

## Graphical abstract

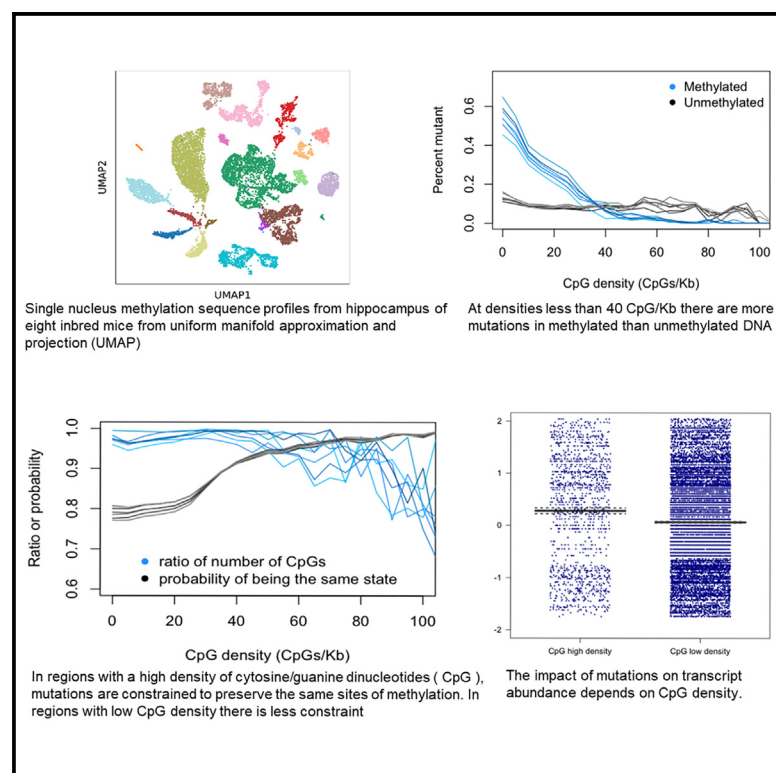

## Authors

Jonathan Flint, Matthew G. Heffel, Zeyuan Chen, ..., Patrick B. Chen, Jason Ernst, Chongyuan Luo

## In brief

Flint et al. examine the relationship between sequence variation and methylation in the brains of inbred mouse strains. They find that mutations that alter methylation influence transcript abundance dependent on local CpG sequence density. The effect is larger in regions of high density and lower in regions of low density.

## Highlights

- Density of CpG sequence is not linearly correlated with methylation rates
- Regions of low- and high-density CpG sites differ in their methylation conservation
- DNA mutations in high, but not low, CpG density regions affect RNA abundance
- Mutations contributing to RNA abundance are enriched in active enhancers

Flint et al., 2023, Cell Genomics 3, 100454  
December 13, 2023 © 2023 The Author(s).  
<https://doi.org/10.1016/j.xgen.2023.100454>

## Article

# Single-cell methylation analysis of brain tissue prioritizes mutations that alter transcription

Jonathan Flint,<sup>1,2,5,\*</sup> Matthew G. Heffel,<sup>2</sup> Zeyuan Chen,<sup>3</sup> Joel Mefford,<sup>2</sup> Emilie Marcus,<sup>4</sup> Patrick B. Chen,<sup>1</sup> Jason Ernst,<sup>3,4</sup> and Chongyuan Luo<sup>2</sup>

<https://doi.org/10.1016/j.xgen.2023.100454>

## SUMMARY

Relating genetic variants to behavior remains a fundamental challenge. To assess the utility of DNA methylation marks in discovering causative variants, we examined their relationship to genetic variation by generating single-nucleus methylomes from the hippocampus of eight inbred mouse strains. At CpG sequence densities under 40 CpG/Kb, cells compensate for loss of methylated sites by methylating additional sites to maintain methylation levels. At higher CpG sequence densities, the exact location of a methylated site becomes more important, suggesting that variants affecting methylation will have a greater effect when occurring in higher CpG densities than in lower. We found this to be true for a variant's effect on transcript abundance, indicating that candidate variants can be prioritized based on CpG sequence density. Our findings imply that DNA methylation influences the likelihood that mutations occur at specific sites in the genome, supporting the view that the distribution of mutations is not random.

## INTRODUCTION

Heritable effects on behavior in inbred mice are pervasive, frequently large, and thought to be associated with heritable differences in neuronal composition and neuroanatomy.<sup>1–10</sup> Yet, despite hundreds of genetic mapping studies,<sup>11</sup> access to nearly complete sequences of multiple strains,<sup>12,13</sup> and catalogs of cell types and their respective genomic properties,<sup>14–17</sup> scant progress has been made toward relating genetic variants to behavior.

One impediment to progress is that due to the relatively large intervals into which quantitative trait loci are mapped, where there are usually thousands, and often tens of thousands, of candidate causal variants. How are these variants to be prioritized for functional study, and is there another level in addition to genetic variation that determines their function? The majority of causative variants lie in regulatory regions of the genome and likely act by altering a molecular phenotype,<sup>18–20</sup> such as DNA methylation, which is associated with neuronal function and behavior.<sup>21</sup>

DNA methylation occurs at regulatory elements in the genome, affecting transcription factor binding affinity and controlling gene transcription,<sup>22,23</sup> roles that suggest it may play a role in mediating the effect of sequence variants that alter behavior. While both CpG and CH methylation (mCG and mCH, where H = A, C, or T) show cell-type specificity,<sup>22–24</sup> only methylation at CpG dinucleotides propagates through cell division, providing stable marks that differentiate cell types.<sup>16</sup> Methylation's cell-

type specificity in the brain means that mutations, as much as they act through methylation, will have different consequences depending on the cell type that they affect. Hence single-cell data from multiple individuals are needed to understand the relationship between mutation, methylation state, and behavioral outcome. However, to use CpG methylation marks to discover causative variants requires an understanding of the relationship between sequence and methylation variation.<sup>25</sup>

What happens when a mutation removes a methylated CpG site? Broadly speaking, there are three possible consequences. The simplest, at least for interpreting genetic association studies, is that the mutation disrupts a sequence motif, with consequences for whatever function that motif performs. For example, methylated CpGs can directly inhibit or augment transcription factor binding,<sup>26</sup> and a mutation could interfere with this process.<sup>27–29</sup> Knowing the location of the mutation at a methylated site within a known motif or regulatory region will suggest candidate proteins. Second, the function of methylation may depend on the density of methylated cytosines in a region. For instance, CpG density is associated with active histone marks and high expression,<sup>30–32</sup> and CpGs contribute to transcriptional activity regardless of whether they are part of a sequence motif.<sup>33</sup> In this case, the consequences of a mutation will depend on local context (e.g., how many other cytosines are methylated), rather than on the specific sequence. Third, there is the possibility that methylation function and DNA sequence are independent. If identical DNA sequences are differentially methylated,

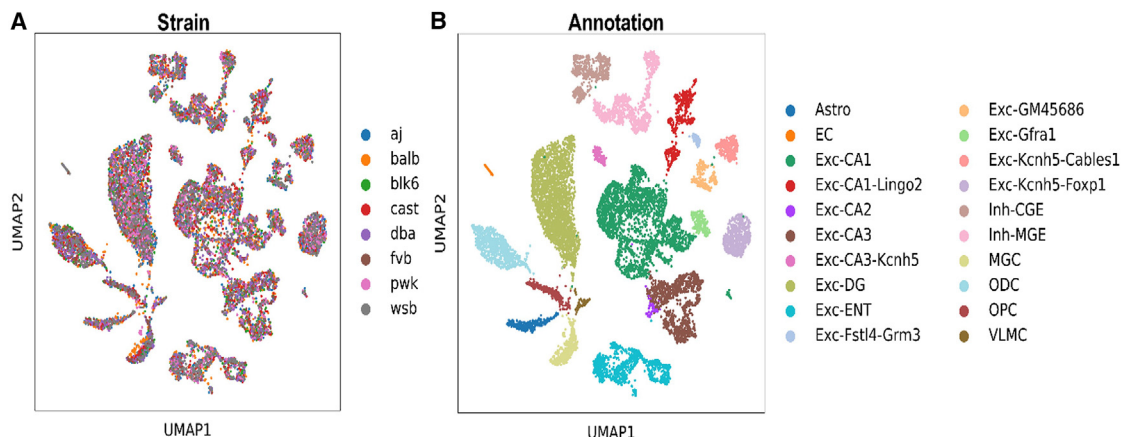

**Figure 1. UMAP of cell-type clusters in ventral hippocampus derived from methylation**

Cells are colored by (A) strain of origin and (B) cell-type identity. aj = A/J, b6 = C57BL/6J, balb = BALB/cJ, cast = CAST/EiJ, d2 = DBA/2J, fvb = FVB/J, pwk = PWK/PhJ, and wsb = WSB/EiJ.

methylation could be a mechanism through which external experiences alter gene function, and hence phenotypes, in a stable manner.<sup>34–36</sup>

In this paper, we examine the relationship between methylation and sequence variation using data from eight inbred mouse strains. Existing methylomes are mostly derived from one strain (C57BL/6J, B6)<sup>16,17,37–39</sup> or are from array-based assays that do not interrogate all methylation sites at a single-cell level in the brain.<sup>40</sup> We generated genome-wide, base-resolution maps of multiple cell types from the hippocampus in each of the eight strains. We chose CAST/EiJ, a fully sequenced representative of *M. m. castaneus*, as an outgroup and compared methylation and sequence variation to those of five classical laboratory strains (A/J, C57BL/6J, BALB/cJ, FVB/J, and DBA/2J) (all *M. m. domesticus*) and two wild-derived inbred strains: WSB/EiJ (*M. m. domesticus*) and PWK/PhJ (*M. m. musculus*). We show that interpretation of the functional consequences of sequence variation, as mediated by methylation, depends on local CpG density.

## RESULTS

### Cell clusters identified from methylation profiles in eight mouse strains

We generated 13,683 single-nucleus methylation sequence (snmC-seq) profiles from microdissected ventral hippocampus tissue of eight mouse strains (Figure 1). We chose the ventral hippocampus because the cytoarchitecture of the hippocampus is less complex than other parts of the brain, and because many behaviors that are involved in hippocampal function have been mapped.<sup>11</sup> 11,694 of these profiles passed our quality control (QC) metrics. Strains were sampled in duplicate, and fluorescence-activated nuclei sorting was used to isolate approximately 83% NeuN-positive and 17% NeuN-negative cells to enrich for neurons.

We performed iterative clustering analysis on the mC dataset based on similarity of global CG and CH methylation in 100-kb bins of the mouse genome. Using this approach, we identified a total of 20 distinct cell types within the ventral hippocampus.

We identified cells belonging to every major subregion of the ventral hippocampus and to every major cell-type class (astrocytes, microglia, excitatory neurons, inhibitory neurons) based on the hypo-methylation states of multiple canonical markers of each cell type. Other neuronal types that were not confidently ascribed to a hippocampal subregion were labeled first by whether they express inhibitory or excitatory markers and then by differences in CH hypomethylation of genes. These ambiguous subregion clusters may relate to other known neuronal subtypes within the hippocampus that were previously defined by RNA sequencing.

Sequence coverage varied widely among the 20 cell types we identified: from less than 10X coverage for Exc-CA2, Exc-Fstl4-Grm3, EC, Exc-CA3-Kcnn5, VLMC, Exc-Gfra1, and Exc-GM45686 to more than 50 for Exc-DG (Table S1). Genome coverage for each cell type is given in the supplemental information. We decided to use the Exc-DG hippocampal cell type for subsequent analyses, because of the high coverage and because we were unable to identify any subregion clusters, indicating homogeneity.

### Conservation of methylated sites between strains depends on CpG sequence density

To investigate the relationship between DNA methylation and sequence variation, we first looked at the association of methylation with the density of CpGs, following earlier reports of its association with gene expression and active histone marks.<sup>30–33</sup> To do this, we estimated the density of CpG dinucleotides in windows of 2 Kb (this size was chosen to capture regions of clustered methylation; results for 1 kb and 500 bp were the same) and explored its relationship with the number of methylated sites.

Figure 2A shows results for the Exc-DG hippocampal cell type. The distribution of methylated sites, with respect to CpG sequence density, consists of three fractions. First, there is a highly methylated fraction at densities of less than 25 CpG/Kb. At densities between 25 and 40 CpG/Kb DNA, segments are partly methylated, while DNA in which less than 20% of CpGs

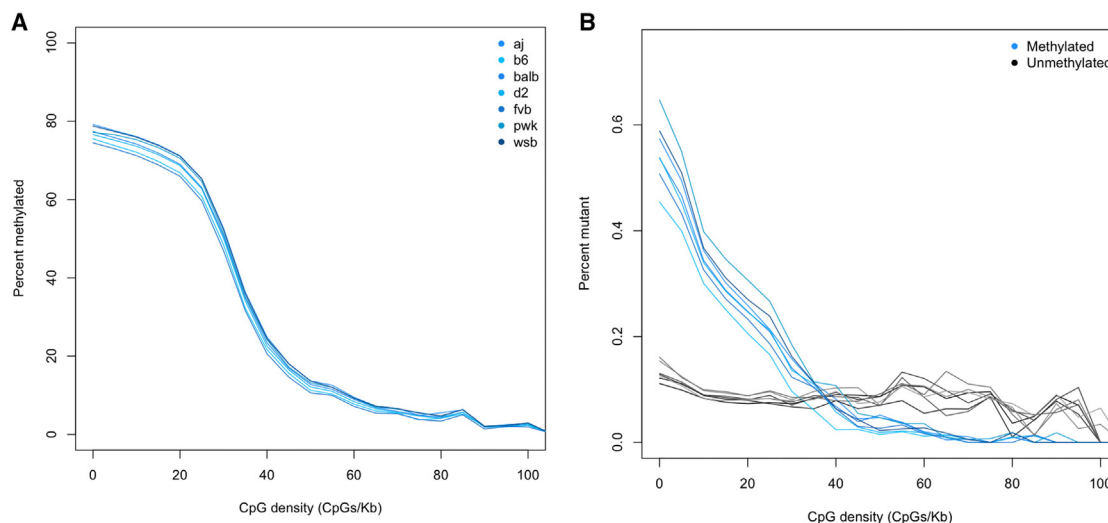

**Figure 2. Relationship between methylation state, mutations, and CpG density**

(A) Percentage of CpG sites that are methylated is shown on the vertical axis. The horizontal axis is the sequence density of CpG sites (regardless of methylation) per kilobase of genomic DNA. Each blue line represents a different inbred strain where aj = A/J, b6 = C57BL/6J, balb = BALB/cJ, d2 = DBA/2J, fvb = FVB/J, pwk = PWK/PhJ, and wsb = WSB/EiJ.

(B) Percentage of CpG sites for the seven inbred strains that are mutated, relative to the outgroup strain CAST/EiJ. The percentages are shown for methylated CpGs (in blue) and non-methylated (in gray). The horizontal axis again shows CpG sequence density per kilobase of genomic DNA.

are methylated occurs in a fraction of high CpG density (greater than 40 CpG/Kb). The same relationship is observed for other cell types for which we have sequence coverage greater than 10-fold. At lower sequence coverages, the estimates of percentage methylation for most of the CpG density segments are too variable to reveal the relationship (illustrated in Figure S2).

We next explored the relationship between CpG sequence density and mutations in the Exc-DG cell type. Using CAST/EiJ as an outgroup, we calculated the percentage of sequence variation (defined as either the loss or the gain of a cytosine in the comparison between the outgroup and the strain; other nucleotides were excluded) in each 2-kb segment for each strain, doing this separately for methylated and non-methylated CpGs. We summed sequence variants in each 2-kb segment and expressed them as a percentage of the total number of CpG sites in the segment.

Figure 2B shows that the percentage of sequence variants in methylated DNA (blue lines) is higher than in unmethylated DNA (gray lines) and that this relationship depends on the density of CpGs. At densities greater than 40 CpG/Kb, relatively more sequence variants are found in unmethylated than methylated DNA, consistent with the observation that mutation of cytosine to thymine at unmethylated CpG dinucleotides has the highest rate of all base substitutions.<sup>41–43</sup> Our results show that CpG sequence density is correlated with both the fraction of methylated CpGs and with the distribution of mutations at methylated CpGs, and that this relationship is non-linear.

### To what extent is the density of methylated CpG determined by sequence?

We turn next to consider what maintains the correlation between two strains in the number of methylated CpG sites in each

segment of DNA. There are two possibilities: the amount of CpG methylation can be the same in two different mouse strains because the same sites are methylated or because the total number of sites is equal in the two strains, regardless of which sites are methylated. To test between these alternatives, we calculated two values for each 2-kb segment of the genome. First, we counted the number of methylated CpGs in each strain. We set the larger number as the denominator to derive a ratio of the two numbers, bounded between 0 and 1. If the ratio is 1, then the segment contains the same number of methylated sites. If the ratio is less than one, it means one strain has fewer methylated sites than the other. Second, we derived a measure of the correlation between sites. We estimated the probability that both sites are in the same state (methylated or not) in each segment. If the probability is 1, this means we can fully predict which sites are methylated in one strain from knowing the state in the other. Probabilities less than 1 mean that knowing the methylation state of sites in one strain is less predictive of their state in the second strain.

Figure 3 shows that for low CpG sequence densities, the ratio is close to 1 for each strain comparison, while the probability of sites being in the same state is about 0.8. In other words, the methylation density is maintained, even though not all homologous sites are methylated in both strains. The pattern changes as densities increase above 40 CpG/Kb, until at densities above 80 CpG/Kb it reverses, with the probability becoming higher than the ratio, though the small sample sizes of hypomethylated CpGs introduce a large variance. Thus, constancy is maintained in two ways: at low density (less than 40 CpG/Kb) different sites may be methylated, while at higher density, it is more likely that identical sites in each strain are methylated.

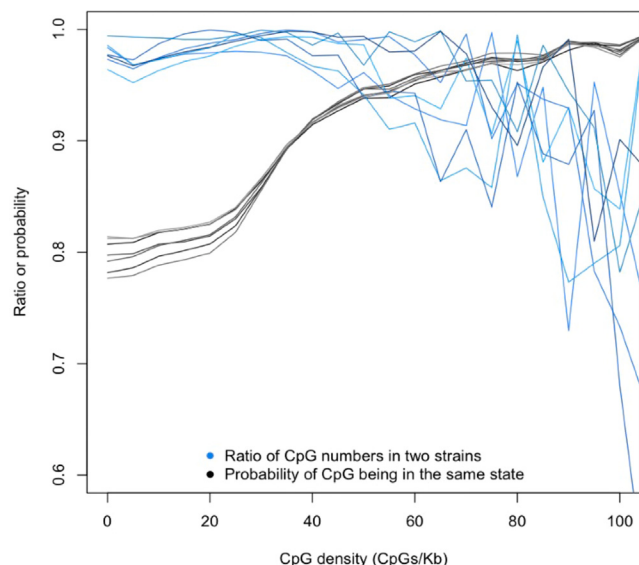

**Figure 3. Comparison of the probability of methylation state with the ratio of the number of methylated sites**

The horizontal axis represents the probability that both sites in two strains are in the same state (methylated or not) in each 2-kb segment (black lines) and also the ratio of the total number of methylated sites in two strains, again for each 2-kb segment (blue lines). Each line is a separate strain comparison, which is the same as that shown in Figure 1B. The horizontal axis shows the density of CpG sites (regardless of methylation) per kilobase of genomic DNA.

### The impact of mutations at methylated CpG sites depends on local CpG sequence density

Our findings suggest that a mutation removing a methylated CpG site may have different phenotypic consequences when it occurs in a region of low compared to high CpG sequence density. Methylation in general is a repressive mark,<sup>25</sup> so we expect that most CpG mutations that disrupt methylation will increase gene expression (by relieving suppression). Consequently, sequence variants disrupting CpG methylated sites in low CpG sequence density regions would be less predictive of transcript abundance than mutations in high CpG sequence density regions. We tested the hypothesis by examining the association between mutations and transcript abundance. Using single-cell RNA data, we compared two strains, B6 and DBA/2J, for the Exc-DG cell type.

We generated single-nuclei transcriptomes for a total of 30,880 nuclei (median UMI counts per cell: 5,816) from two biological replicates that passed our doublet and low-quality filtering steps (STAR Methods). We carried out multi-modal clustering and visualization using uniform manifold approximation and projection (UMAP) to embed transcriptomic and methylation data (Figure 4A), noting that there were no differences by strain (Figure 4B), and that the same major cell-type groups from the methylation dataset were represented, based on the same marker gene set used to annotate the methylation data (Figure 4C). Major cell-type clusters within snRNA and snMethylation were highly consistent between modalities (Figure 4C), except for the small non-neuronal clusters MGC/OPC/VLMC (STAR Methods), which were excluded from further analysis.

We ran DESeq2<sup>44</sup> to identify transcripts that were differentially expressed and, using a liberal threshold of  $p < 0.05$  (unadjusted), identified 2,049 transcripts for downstream analysis (we also examined the effect of including transcripts at more conservative thresholds, and we give results in the supplemental information). For mutations, we took all single-nucleotide sites in the mouse genome that altered a methylated CpG present in the strain D2 to either “A” or “T” (to ensure the mutation results in a site that cannot be methylated, regardless of the strand on which it occurs). That yielded 23,959 mutations, of which 1,862 lie within regions with more than 40 CpGs/Kb, categorized as “high” density. We matched the position of each methylated CpG site to a gene interval, defined as running from 2 kb upstream of the transcriptional start site to 2 kb downstream of the 3′ end of the gene.

When mutations occur in high CpG sequence density regions, the mean ratio of D2 to B6 transcripts is significantly higher than it is in low CpG sequence density regions (mean = 0.15 vs. mean = 0.02;  $t = 4.3$ , degrees of freedom [df] = 1,924.6,  $p$  value =  $1.9 \times 10^{-5}$ ), supporting the hypothesis that mutations in high CpG sequence density regions are associated with a relatively larger effect. It is possible that some of the effects we are seeing are attributable to linked mutations that happen to be enriched in high-density CpG regions of the genome, but most of the other classes of mutations (such as insertions and deletions) will decrease the amount of transcript (rather than increase it, as most methylation mutations are expected to do). We can exclude some of these mutations indirectly, because their mean effect on gene expression is known to be relatively large.<sup>13</sup> We divided the sample into those transcripts with a fold change greater than two and those less than two. The dataset with smaller effects contains 1,555 genes including 19,397 mutations, of which 1,450 are situated in high CpG sequence density regions.

Figure 5A shows that the D2:B6 ratio of transcript abundance is about 20-fold larger when mutations occur in regions of high CpG sequence density than in low density (mean ratio in high density: 0.19, mean ratio in low density: 0.01,  $t = 5.55$ , df = 1,662.6,  $p$  value =  $3.3 \times 10^{-8}$ ). To examine whether CpG sequence density itself contributes to the increase in the D2:B6 ratio, Figure 5B plots D2:B6 ratios in high and low CpG sequence density for CpG sites *without* mutations.

There are higher D2:B6 ratios in the CpG high sequence density regions than in the low, and because there are so many more sites without mutations, the effect is highly significant ( $p = 4.11 \times 10^{-18}$ ), but the increase is much smaller than that found in regions with mutations (mean ratio in high: 0.034, mean ratio in low:  $-0.001$ ). D2:B6 ratios in high CpG sequence density sites containing mutations are significantly higher than ratios in high CpG sequence density sites without mutations ( $t = 4.93$ , df = 1,493.1,  $p$  value =  $9.18 \times 10^{-7}$ ), again consistent with the hypothesis that the effect of mutations in high CpG sequence density will be larger than in low CpG sequence density sites.

What is the effect of mutation on the transcript abundance ratio in the high- and low-density regions? We addressed this question using a linear model. In high-density regions, mutations have a highly significant positive effect ( $\beta = 0.16$ ,  $t = 5.2$ ,  $p = 2.39 \times 10^{-7}$ ), while density makes no significant contribution ( $\beta = -0.0002$ ,  $t = -1.4$ ,  $p = 0.16$ ). The situation is reversed

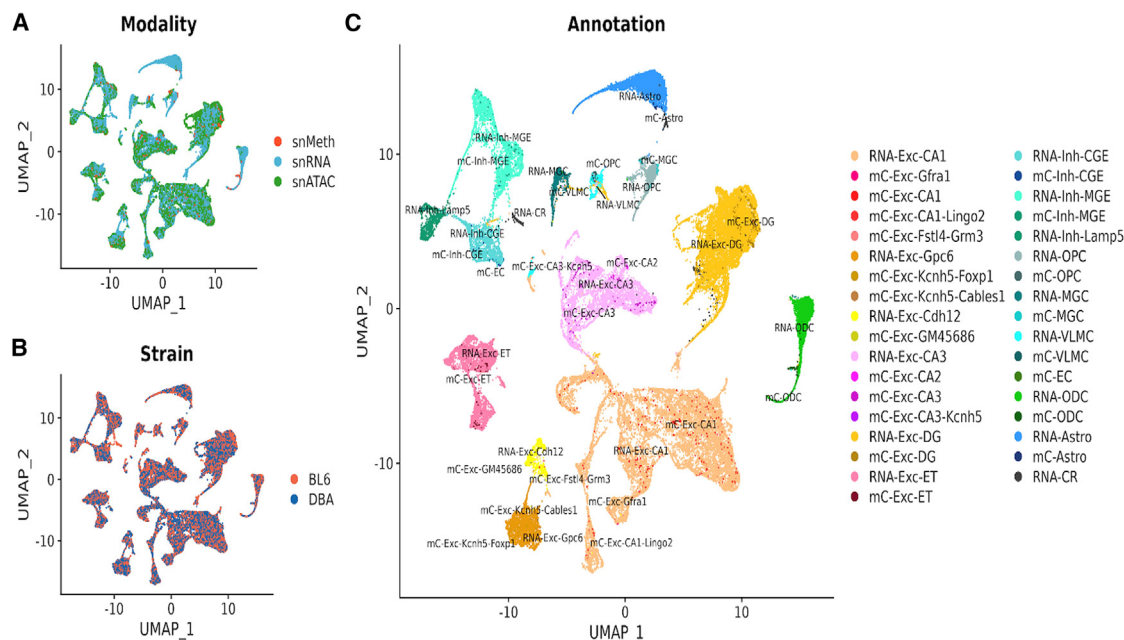

**Figure 4. Co-embedding of single-nucleus methylation with single-nucleus RNA and single-nucleus ATAC sequencing data for two strains, C57BL/6J and DBA/2J**

(A) UMAP embedding of single-nucleus methylation, single-nucleus RNA-seq, and single-nucleus ATAC cells after integration, colored by sequencing platform. (B) is similar to (A) but colored by strain label. (C) Concordance between independent single-nucleus methylation annotation and single-nucleus RNA transcriptomic-based annotation on major ventral hippocampus cell types.

in low CpG density regions: mutations make no detectable contribution ( $\beta = 0.007$ ,  $t = 0.911$ ,  $p = 0.362$ ), while the effect of CpG density, though small, is highly significant ( $\beta = 0.006$ ,  $t = 61.3$ ,  $p < 2.2 \times 10^{-16}$ ). These results indicate that the effect of mutations altering methylation at CpG sites is undetectable when they occur in regions of low CpG density.

Might CpG sequence density be a surrogate for other confounds that explain the predictive power of mutation in the high-density regions? For example, it could be that high-density CpG sequences are enriched with functional elements that promote expression, and the mutations are linked to such elements. To exclude the effect of such confounds, we used a set of “universal chromatin state” annotations of the mouse genome based on over 900 datasets from various cell and tissue types.<sup>45</sup> We found a significant increase in the fit of a model that included an interaction between mutation and density (i.e., allowing the effect of mutation to vary according to CpG density), compared to a model that only included mutations, chromatin state, and density (high vs. low) to predict D2:B6 ratios ( $F = 28.7$ ,  $p = 8.41 \times 10^{-8}$ , and Table S4). Finally, we addressed the issue of whether p values were well calibrated for this model (and others) by randomly sampling the ratio and repeating the analyses 10,000 times (we did this by permuting expression levels among genes, STAR Methods).

What of the large effect changes? To test our expectation that the large fold changes in expression are likely *not* associated with changes in repressive methylation, we examined genomic regions associated with transcripts in which DEseq2 reports a change of more than 2-fold difference. We identified 216,168 po-

sitions associated with genes, including 4,693 mutations. Their effect is large but decisively negative:  $-0.23$ ,  $p = 2.98 \times 10^{-23}$ . This result justifies our exclusion of the larger effect loci from the analysis of the impact of mutations on methylated CpGs.

Our analyses make assumptions about the threshold for distinguishing high and low CpG sequence density regions and in the division of effects by fold changes in transcript abundance. We carried out analyses to test these assumptions and found that our main conclusions hold, namely the impact of mutations at methylated CpG sites depends on local CpG sequence density (STAR Methods, Figures S2, S3, S4, and S5 and Tables S3 and S4). We were also able to see the same effect in six other cell types for which we had sufficient data; for cell types with low coverage there were too few mutations lying within regions whose methylation state we could confidently call (Tables S5 and S6 and Figure S6).

### CpG mutations are enriched in enhancers

How might the CpG mutations in high-density regions be acting to alter RNA expression? Are there differences in the way mutations in low- and high-density regions operate? To address this, we examined the relationship between mutations and annotated functional elements. Since functional elements differ between cell types, we first generated a set of single-nucleus assay for transposase-accessible chromatin (ATAC) sequence data from the two strains (B6 and D2).

We generated a single-nucleus ATAC-seq dataset for a total of 27,206 nuclei (median read-pairs per cell: 29,806) from two biological replicates after doublet removal and QC (STAR Methods).

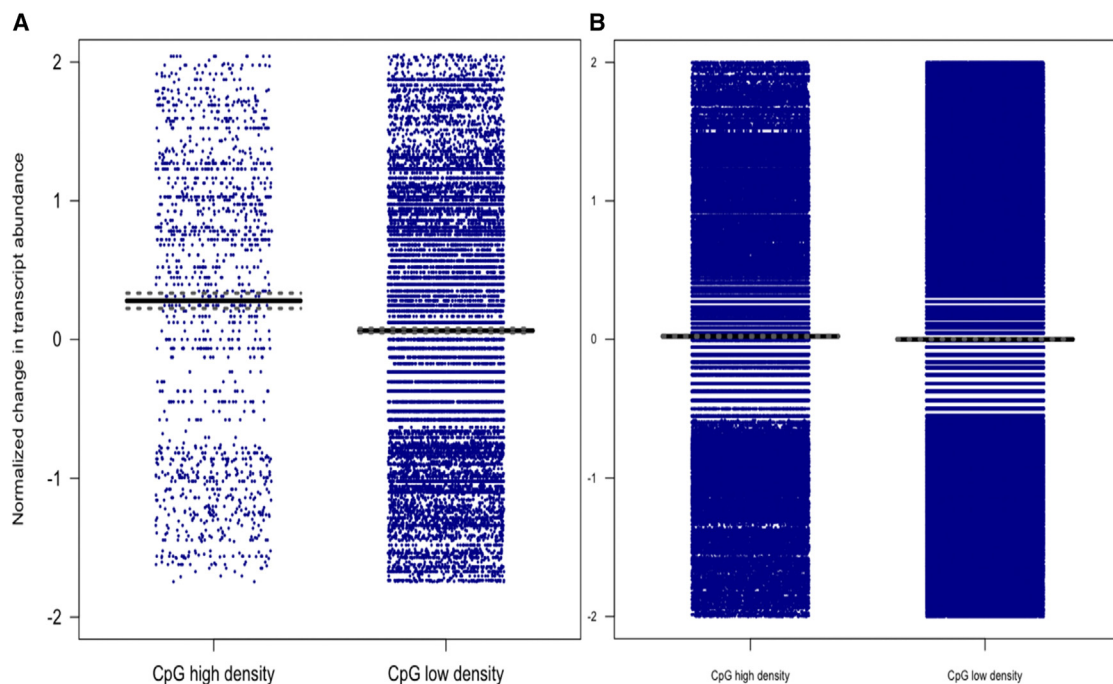

**Figure 5. Effect of mutations at methylated CpGs on D2:B6 ratios of transcript abundance in regions of low and high CpG sequence density**  
Each dot represents the change in D2:B6 ratios of transcript abundance for mutations lying in regions of high CpG sequence density (>40 CpG/Kb) and in regions of low CpG sequence density (<40 CpG/Kb). The horizontal bars indicate the mean change in RNA transcript, with upper and lower 95% confidence intervals shown as dotted lines.

(A) Sites that have mutations disrupting methylated CpGs.  
(B) Sites without mutations.

We then carried out integration and linking of our snATAC-seq dataset with our snRNA-seq dataset to obtain cell-type annotations. Finally, we confirmed through joint embedding that major cell-type clusters within snATAC and snMethylation were highly consistent between modalities and strain (Figures 4A, 4B, and 4C and STAR Methods).

We annotated the open-chromatin sites based on their overlap with chromatin states.<sup>45</sup> We want to know if the location of CpG mutations that contribute to changes in transcript abundance differs in any of 15 chromatin state groups (excluding one state labeled “artifacts”), comparing sites lying in high CpG sequence density regions to those in low sequence density regions. For each site, we used a linear model, predicting the change in D2:B6 ratios from the presence of mutations, doing this separately in high and low CpG sequence density regions for each state. Table 1 shows the result, giving the number of sites for each chromatin state and the p value of the linear model for the predicted effect of CpG mutations in both high and low sequence CpG density regions of the genome. After correcting for multiple testing, only the effect of mutations in active enhancers in high CpG density regions is significant ( $p = 8.30E-04$ , exceeding a Bonferroni corrected threshold of 0.001 for testing  $2 \times 15$  states).

## DISCUSSION

Our study of methylation states in eight inbred strains, combined with the nearly complete sets of sequence variants and func-

tional annotations, allows us to address the relationship between sequence and methylation variation. We find that the relationship depends in a non-linear fashion on the density of CpG sequences per kilobase of DNA. At densities less than 40 CpG/Kb, there are more mutations in the methylated than unmethylated DNA. The relationship is consistent across brain cell types. The significance of the inflection at 40 CpG/Kb is unclear, but presumably it reflects how cells determine CpG sequence density. It is known that increasing CpG sequence density alters promoter activity,<sup>33</sup> possibly by recruitment of ZF-CxxC domain-containing proteins that bind to unmethylated CpGs.<sup>46</sup>

At lower CpG sequence densities, cells compensate for the loss of methylated sites by recruiting additional sites in the same DNA segment, sites that arise due to mutational gain of cytosines. At higher sequence densities, the exact location of a methylated site becomes more important; specific sites are maintained even at the cost of reducing the number of methylated sites. In other words, the impact of a mutation on methylation depends on the CpG sequence density, with different consequences for embedded functional elements. These are exposed to higher mutation rates in lower density regions but with relaxed constraint on where the mutation will occur; in higher density regions, they are exposed to lower mutation rates, but mutations are likely to be constrained to preserve the same sites of methylation.

We tested this prediction by examining the impact of CpG density on mutations, using as output the relative change in

**Table 1. The association of CpG mutations on RNA transcript abundance varies by local chromatin state**

The table shows 15 chromatin state groups (from Vu and Ernst<sup>45</sup>), together with the number of sites lying within genes (including 2 kb upstream and downstream) whose expression could be detected in the Exc-DG cell type in the hippocampus. The sites are divided into those lying in high and low CpG sequence density regions of the genome and then by whether they contain a mutation that disrupts a CpG site ("Mutation" and "No mutation" columns). The proportion (expressed as a percentage) of sites with mutations is shown for each chromatin state. The p value from a linear model testing for the predicted effect of mutations on RNA fold change is shown.

transcript abundance in a comparison of two inbred strains. Since CpG methylation in general suppresses transcription, we expected mutations that abrogate a methylated CpG site to increase the relative amount of transcript and found this to be so. Consistent with our predictions from how CpG density relates to methylation, we found that the impact of mutations depended on the CpG density. In regions of low CpG density, we were unable to detect a significant effect of mutation on transcription, despite the very large number of sites analyzed. By contrast, in regions of high CpG density, the far fewer mutations we found made a highly significant contribution to variation in transcript abundance (though the overall effect is small, less than 1%). We also found that in high-density regions, CpG mutations are enriched in chromatin states that mark enhancers.

It is commonly assumed that genetic effects on behavior (as with other complex traits) are likely mediated by changes in transcription, an idea supported by the success of transcription-wide association to facilitate the discovery of genes for common complex traits.<sup>47</sup> Assuming that the CpG mutations' effects on transcription can be extrapolated to their effects on behavior, our findings suggest ways to prioritize the detection of genetic variants that alter behavior. One implication is that variants within regions of low CpG sequence density are unlikely to have any detectable effect on a phenotype, which would simplify searches for causative mutations. Conversely, prioritizing the search for causative variants to regions of high CpG sequence density and to enhancers should accelerate the discovery of variants that are causal for behavior. Importantly, there are far fewer variants in high compared to low CpG sequence density regions of the genome (approximately 1,500 compared to 15,000 in a com-

parison of two strains). While still large, this number is easily within the range of massively parallel reporter assays.<sup>48</sup> Furthermore, when interest is focused on a single locus, identified for example from fine mapping of behavioral phenotypes, there will be far fewer candidate variants to consider: approximately three candidate variants will lie within a 5-Mb locus, mapped in a comparison between B6 and D2 strains (this does not take into account the non-random distribution of variants across the mouse genome).

Our results support those of others that the high mutation rates at methylated CpG sites depend in part on local sequence context and the genomic region.<sup>43–54</sup> We add to this literature by indicating that sequence variants disrupting methylation act primarily through a specific class of candidate functional elements (we identified enhancers) in the context of high CpG sequence density. While we are unable to distinguish standing genetic variation (subject to selective pressure) from *de novo* variation, which makes us unable to determine whether the pattern observed in mice is independent of selection, the pattern suggests that the increased mutational load associated with methylation may be targeted to a subset of functional elements, consistent with findings in other species.<sup>55</sup> In other words, it is possible that methylation may be being used to target increased rates of mutation to specific elements in the genome.

### Limitations of the study

There are several limitations of our study. First, we used two mouse replicates to generate the methylation RNA data, limiting our ability to detect differences between strains. Second, for most cell types, sequence coverage was too low to detect

most methylated sites. We cannot be certain that results found for the high-coverage cell types will apply to others, though as explained in the [supplemental information](#), we think this is unlikely. Third, we cannot be certain we have identified all cell types. Cell types that we inadvertently believe to be homogeneous may confound our analysis, as the effects of mutations in cell-type-specific methylation sites will be obscured. We may also be missing cell types in which mutations have different effects from those documented here. Finally, our analysis is limited to CpG sites and to one region of the brain, the hippocampus. It is possible that mutations affecting non-CpG methylated sites behave differently. It is also possible, though we think unlikely, that different findings will emerge from analysis of different brain regions.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS**
  - Mouse strains
- **METHOD DETAILS**
  - Ventral hippocampus microdissections
  - Generating snmC-seq2 libraries
  - Generating snRNA-seq libraries
  - Generating snATAC-seq libraries
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - Mapping and primary quality control
  - Single-nucleus methylation data quality control and preprocessing
  - Single-nucleus RNA sequencing data quality control and preprocessing
  - Single-nucleus ATAC sequencing data quality control and preprocessing
  - Cell type cluster generation and modality integration
  - Analysis of cell type specific effects and relationships with sequence variation
  - Calibrating P-values
  - Testing for an interaction between CpG density and mutation

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.xgen.2023.100454>.

## ACKNOWLEDGMENTS

This work was funded in part through NIH grants R01MH115979, R01MH125252, U01MH130995, and NIH DP1DA044371 and UCLA Jonsson Comprehensive Cancer Center and Eli and Edythe Broad Center of Regenerative Medicine and Stem Cell Research Ablon Scholars Program.

## AUTHOR CONTRIBUTIONS

C.L. performed the single-cell methylation analyses, data from which was processed by M.G.H. and Z.C. P.B.C. performed the snRNA and snATAC analyses with data processed by Z.C. J.F. designed the study and wrote the pipeline to identify the effect of mutations. J.M. provided statistical support. J.F. and E.M. co-wrote the manuscript, which was subsequently reviewed and edited by the rest of the authors.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: July 10, 2023

Revised: September 8, 2023

Accepted: November 6, 2023

Published: December 4, 2023

## REFERENCES

1. Williams, R.W., Strom, R.C., Rice, D.S., and Goldowitz, D. (1996). Genetic and environmental control of variation in retinal ganglion cell number in mice. *J. Neurosci.* **16**, 7193–7205.
2. Pothion, S., Bizot, J.C., Trovero, F., and Belzung, C. (2004). Strain differences in sucrose preference and in the consequences of unpredictable chronic mild stress. *Behav. Brain Res.* **155**, 135–146.
3. Mozhui, K., Hamre, K.M., Holmes, A., Lu, L., and Williams, R.W. (2007). Genetic and structural analysis of the basolateral amygdala complex in BXD recombinant inbred mice. *Behav. Genet.* **37**, 223–243.
4. Griebel, G., Belzung, C., Perrault, G., and Sanger, D.J. (2000). Differences in anxiety-related behaviours and in sensitivity to diazepam in inbred and outbred strains of mice. *Psychopharmacology (Berl)* **148**, 164–170.
5. Zimmermann, K.S., Hsu, C.C., and Gourley, S.L. (2016). Strain commonalities and differences in response-outcome decision making in mice. *Neurobiol. Learn. Mem.* **131**, 101–108.
6. Brigman, J.L., Mathur, P., Lu, L., Williams, R.W., and Holmes, A. (2009). Genetic relationship between anxiety-related and fear-related behaviors in BXD recombinant inbred mice. *Behav. Pharmacol.* **20**, 204–209.
7. Brown, R.E., Mathieson, W.B., Stapleton, J., and Neumann, P.E. (1999). Maternal behavior in female C57BL/6J and DBA/2J inbred mice. *Physiol. Behav.* **67**, 599–605.
8. Yang, R.J., Mozhui, K., Karlsson, R.M., Cameron, H.A., Williams, R.W., and Holmes, A. (2008). Variation in mouse basolateral amygdala volume is associated with differences in stress reactivity and fear learning. *Neuropsychopharmacology* **33**, 2595–2604.
9. Camp, M.C., Macpherson, K.P., Lederle, L., Graybeal, C., Gaburro, S., De-brouse, L.M., Ihne, J.L., Bravo, J.A., O'Connor, R.M., Cioocchi, S., et al. (2012). Genetic strain differences in learned fear inhibition associated with variation in neuroendocrine, autonomic, and amygdala dendritic phenotypes. *Neuropsychopharmacology* **37**, 1534–1547.
10. Mozhui, K., Karlsson, R.M., Kash, T.L., Ihne, J., Norcross, M., Patel, S., Farrell, M.R., Hill, E.E., Graybeal, C., Martin, K.P., et al. (2010). Strain differences in stress responsivity are associated with divergent amygdala gene expression and glutamate-mediated neuronal excitability. *J. Neurosci.* **30**, 5357–5367.
11. Flint, J., and Eskin, E. (2012). Genome-wide association studies in mice. *Nat. Rev. Genet.* **13**, 807–817.
12. Lilue, J., Doran, A.G., Fiddes, I.T., Abrudan, M., Armstrong, J., Bennett, R., Chow, W., Collins, J., Collins, S., Czechanski, A., et al. (2018). Sixteen diverse laboratory mouse reference genomes define strain-specific haplotypes and novel functional loci. *Nat. Genet.* **50**, 1574–1583.
13. Keane, T.M., Goodstadt, L., Danecek, P., White, M.A., Wong, K., Yalcin, B., Heger, A., Agam, A., Slater, G., Goodson, M., et al. (2011). Mouse

genomic variation and its effect on phenotypes and gene regulation. *Nature* 477, 289–294.

14. Zeisel, A., Muñoz-Manchado, A.B., Codeluppi, S., Lönnerberg, P., La Manno, G., Juréus, A., Marques, S., Munguba, H., He, L., Betsholtz, C., et al. (2015). Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. *Science* 347, 1138–1142.
15. Moffitt, J.R., Bambach-Mukku, D., Eichhorn, S.W., Vaughn, E., Shekhar, K., Perez, J.D., Rubinstein, N.D., Hao, J., Regev, A., Dulac, C., and Zhuang, X. (2018). Molecular, spatial, and functional single-cell profiling of the hypothalamic preoptic region. *Science* 362, eaau5324.
16. Liu, H., Zhou, J., Tian, W., Luo, C., Bartlett, A., Aldridge, A., Lucero, J., Os-teen, J.K., Nery, J.R., Chen, H., et al. (2021). DNA methylation atlas of the mouse brain at single-cell resolution. *Nature* 598, 120–128.
17. Yao, Z., Liu, H., Xie, F., Fischer, S., Adkins, R.S., Aldridge, A.I., Ament, S.A., Bartlett, A., Behrens, M.M., Van den Berge, K., et al. (2021). A transcriptomic and epigenomic cell atlas of the mouse primary motor cortex. *Nature* 598, 103–110.
18. Zhu, Z., Zhang, F., Hu, H., Bakshi, A., Robinson, M.R., Powell, J.E., Montgomery, G.W., Goddard, M.E., Wray, N.R., Visscher, P.M., and Yang, J. (2016). Integration of summary data from GWAS and eQTL studies predicts complex trait gene targets. *Nat. Genet.* 48, 481–487.
19. Albert, F.W., and Kruglyak, L. (2015). The role of regulatory variation in complex traits and disease. *Nat. Rev. Genet.* 16, 197–212.
20. Maurano, M.T., Humbert, R., Rynes, E., Thurman, R.E., Haugen, E., Wang, H., Reynolds, A.P., Sandstrom, R., Qu, H., Brody, J., et al. (2012). Systematic localization of common disease-associated variation in regulatory DNA. *Science* 337, 1190–1195.
21. Zoghbi, H.Y., and Beaudet, A.L. (2016). Epigenetics and Human Disease. *Cold Spring Harbor Perspect. Biol.* 8, a019497.
22. He, Y., Hariharan, M., Gorkin, D.U., Dickel, D.E., Luo, C., Castanon, R.G., Nery, J.R., Lee, A.Y., Zhao, Y., Huang, H., et al. (2020). Spatiotemporal DNA methylome dynamics of the developing mouse fetus. *Nature* 583, 752–759.
23. Tillotson, R., Cholewa-Waclaw, J., Chhatbar, K., Connelly, J.C., Kirschner, S.A., Webb, S., Koerner, M.V., Selfridge, J., Kelly, D.A., De Sousa, D., et al. (2021). Neuronal non-CG methylation is an essential target for MeCP2 function. *Mol. Cell* 81, 1260–1275.e12.
24. Lister, R., Mukamel, E.A., Nery, J.R., Urich, M., Puddifoot, C.A., Johnson, N.D., Lucero, J., Huang, Y., Dwork, A.J., Schultz, M.D., et al. (2013). Global epigenomic reconfiguration during mammalian brain development. *Science* 341, 1237905.
25. Schübeler, D. (2015). Function and information content of DNA methylation. *Nature* 517, 321–326.
26. Yin, Y., Morgunova, E., Jolma, A., Kaasinen, E., Sahu, B., Khund-Sayeed, S., Das, P.K., Kivioja, T., Dave, K., Zhong, F., et al. (2017). Impact of cytosine methylation on DNA binding specificities of human transcription factors. *Science* 356, eaaj2239.
27. Zemajtel, T., Kielbasa, S.M., Arndt, P.F., Behrens, S., Bourque, G., and Vingron, M. (2011). CpG deamination creates transcription factor-binding sites with high efficiency. *Genome Biol. Evol.* 3, 1304–1311.
28. Kaluscha, S., Domcke, S., Wirbelauer, C., Stadler, M.B., Durdu, S., Burger, L., and Schübeler, D. (2022). Evidence that direct inhibition of transcription factor binding is the prevailing mode of gene and repeat repression by DNA methylation. *Nat. Genet.* 54, 1895–1906.
29. Grimm, S.A., Shimbo, T., Takaku, M., Thomas, J.W., Auerbach, S., Bennett, B.D., Bucher, J.R., Burkholder, A.B., Day, F., Du, Y., et al. (2019). DNA methylation in mice is influenced by genetics as well as sex and life experience. *Nat. Commun.* 10, 305.
30. Guenther, M.G., Levine, S.S., Boyer, L.A., Jaenisch, R., and Young, R.A. (2007). A chromatin landmark and transcription initiation at most promoters in human cells. *Cell* 130, 77–88.
31. van Arensbergen, J., FitzPatrick, V.D., de Haas, M., Pagie, L., Sluimer, J., Bussemaker, H.J., and van Steensel, B. (2017). Genome-wide mapping of autonomous promoter activity in human cells. *Nat. Biotechnol.* 35, 145–153.
32. Fenouil, R., Cauchy, P., Koch, F., Descostes, N., Cabeza, J.Z., Innocenti, C., Ferrier, P., Spicuglia, S., Gut, M., Gut, I., and Andrau, J.C. (2012). CpG islands and GC content dictate nucleosome depletion in a transcription-independent manner at mammalian promoters. *Genome Res.* 22, 2399–2408.
33. Hartl, D., Krebs, A.R., Grand, R.S., Baubec, T., Isbel, L., Wirbelauer, C., Burger, L., and Schübeler, D. (2019). CG dinucleotides enhance promoter activity independent of DNA methylation. *Genome Res.* 29, 554–563.
34. Morgan, H.D., Sutherland, H.G., Martin, D.I., and Whitelaw, E. (1999). Epigenetic inheritance at the agouti locus in the mouse. *Nat. Genet.* 23, 314–318.
35. Rakyán, V.K., Chong, S., Champ, M.E., Cuthbert, P.C., Morgan, H.D., Luu, K.V.K., and Whitelaw, E. (2003). Transgenerational inheritance of epigenetic states at the murine Axin(Fu) allele occurs after maternal and paternal transmission. *Proc. Natl. Acad. Sci. USA* 100, 2538–2543.
36. Kazachenka, A., Bertozzi, T.M., Sjöberg-Herrera, M.K., Walker, N., Gardner, J., Gunning, R., Pahita, E., Adams, S., Adams, D., and Ferguson-Smith, A.C. (2018). Identification, Characterization, and Heritability of Murine Metastable Epialleles: Implications for Non-genetic Inheritance. *Cell* 175, 1717–1721.e1213.
37. Luo, C., Liu, H., Xie, F., Armand, E.J., Siletti, K., Bakken, T.E., Fang, R., Doyle, W.I., Stuart, T., Hodge, R.D., et al. (2022). Single nucleus multi-omics identifies human cortical cell regulatory genome diversity. *Cell Genom.* 2, 100107.
38. ENCODE Project Consortium; Moore, J.E., Purcaro, M.J., Pratt, H.E., Epstein, C.B., Shores, N., Adrian, J., Kawli, T., Davis, C.A., Dobin, A., et al. (2020). Expanded encyclopaedias of DNA elements in the human and mouse genomes. *Nature* 583, 699–710.
39. Hon, G.C., Rajagopal, N., Shen, Y., McCleary, D.F., Yue, F., Dang, M.D., and Ren, B. (2013). Epigenetic memory at embryonic enhancers identified in DNA methylation maps from adult mouse tissues. *Nat. Genet.* 45, 1198–1206.
40. Zhou, W., Hinoue, T., Barnes, B., Mitchell, O., Iqbal, W., Lee, S.M., Foy, K.K., Lee, K.H., Moyer, E.J., VanderArk, A., et al. (2022). DNA methylation dynamics and dysregulation delineated by high-throughput profiling in the mouse. *Cell Genom.* 2, 100144.
41. Sved, J., and Bird, A. (1990). The expected equilibrium of the CpG dinucleotide in vertebrate genomes under a mutation model. *Proc. Natl. Acad. Sci. USA* 87, 4692–4696.
42. Jiang, C., Han, L., Su, B., Li, W.H., and Zhao, Z. (2007). Features and trend of loss of promoter-associated CpG islands in the human and mouse genomes. *Mol. Biol. Evol.* 24, 1991–2000.
43. Zhao, Z., and Jiang, C. (2007). Methylation-dependent transition rates are dependent on local sequence lengths and genomic regions. *Mol. Biol. Evol.* 24, 23–25.
44. Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.
45. Vu, H., and Ernst, J. (2022). Universal annotation of the human genome through integration of over a thousand epigenomic datasets. *Genome Biol.* 23, 9.
46. Long, H.K., Blackledge, N.P., and Klose, R.J. (2013). ZF-CxxC domain-containing proteins, CpG islands and the chromatin connection. *Biochem. Soc. Trans.* 41, 727–740.
47. Wainberg, M., Sinnott-Armstrong, N., Mancuso, N., Barbeira, A.N., Knowles, D.A., Golan, D., Ermel, R., Ruusalepp, A., Quertermous, T., Hao, K., et al. (2019). Opportunities and challenges for transcriptome-wide association studies. *Nat. Genet.* 51, 592–599.
48. Findlay, G.M. (2021). Linking genome variants to disease: scalable approaches to test the functional impact of human mutations. *Hum. Mol. Genet.* 30, R187–R197.

49. Fryxell, K.J., and Moon, W.J. (2005). CpG mutation rates in the human genome are highly dependent on local GC content. *Mol. Biol. Evol.* **22**, 650–658.
50. Mugal, C.F., and Ellegren, H. (2011). Substitution rate variation at human CpG sites correlates with non-CpG divergence, methylation level and GC content. *Genome Biol.* **12**, R58.
51. Xia, J., Han, L., and Zhao, Z. (2012). Investigating the relationship of DNA methylation with mutation rate and allele frequency in the human genome. *BMC Genom.* **13** (Suppl 8), S7.
52. Qu, W., Hashimoto, S.I., Shimada, A., Nakatani, Y., Ichikawa, K., Saito, T.L., Ogoshi, K., Matsushima, K., Suzuki, Y., Sugano, S., et al. (2012). Genome-wide genetic variations are highly correlated with proximal DNA methylation patterns. *Genome Res.* **22**, 1419–1425.
53. Gaidatzis, D., Burger, L., Murr, R., Lerch, A., Dessus-Babus, S., Schübeler, D., and Stadler, M.B. (2014). DNA sequence explains seemingly disordered methylation levels in partially methylated domains of Mammalian genomes. *PLoS Genet.* **10**, e1004143.
54. Youk, J., An, Y., Park, S., Lee, J.K., and Ju, Y.S. (2020). The genome-wide landscape of C:G > T:A polymorphism at the CpG contexts in the human population. *BMC Genom.* **21**, 270.
55. Monroe, J.G., Srikant, T., Carbonell-Bejerano, P., Becker, C., Lensink, M., Exposito-Alonso, M., Klein, M., Hildebrandt, J., Neumann, M., Kliebenstein, D., et al. (2022). Mutation bias reflects natural selection in *Arabidopsis thaliana*. *Nature* **602**, 101–105.
56. Krueger, F., and Andrews, S.R. (2011). Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. *Bioinformatics* **27**, 1571–1572.
57. Stuart, T., Butler, A., Hoffman, P., Hafemeister, C., Papalexi, E., Mauck, W.M., 3rd, Hao, Y., Stoeckius, M., Smibert, P., and Satija, R. (2019). Comprehensive Integration of Single-Cell Data. *Cell* **177**, 1888–1902.e21.
58. Stuart, T., Srivastava, A., Madad, S., Lareau, C.A., and Satija, R. (2021). Single-cell chromatin state analysis with Signac. *Nat. Methods* **18**, 1333–1341.
59. Zhang, Y., Liu, T., Meyer, C.A., Eeckhoute, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., and Liu, X.S. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* **9**, R137.
60. McGinnis, C.S., Murrow, L.M., and Gartner, Z.J. (2019). DoubletFinder: Doublet Detection in Single-Cell RNA Sequencing Data Using Artificial Nearest Neighbors. *Cell Syst.* **8**, 329–337.e4.
61. Wolf, F.A., Angerer, P., and Theis, F.J. (2018). SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol.* **19**, 15.
62. Korsunsky, I., Millard, N., Fan, J., Slowikowski, K., Zhang, F., Wei, K., Baglaenko, Y., Brenner, M., Loh, P.R., and Raychaudhuri, S. (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. *Nat. Methods* **16**, 1289–1296.
63. Hafemeister, C., and Satija, R. (2019). Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. *Genome Biol.* **20**, 296.
64. Luo, C., Rivkin, A., Zhou, J., Sandoval, J.P., Kurihara, L., Lucero, J., Castanon, R., Nery, J.R., Pinto-Duarte, A., Bui, B., et al. (2018). Robust single-cell DNA methylome profiling with snmC-seq2. *Nat. Commun.* **9**, 3824.
65. Nassar, L.R., Barber, G.P., Benet-Pagès, A., Casper, J., Clawson, H., Diekhans, M., Fischer, C., Gonzalez, J.N., Hinrichs, A.S., Lee, B.T., et al. (2023). The UCSC Genome Browser database: 2023 update. *Nucleic Acids Res.* **51**, D1188–D1195.
66. Jeong, H., Mendizabal, I., Berto, S., Chatterjee, P., Layman, T., Usui, N., Toriumi, K., Douglas, C., Singh, D., Huh, I., et al. (2021). Evolution of DNA methylation in the human brain. *Nat. Commun.* **12**, 2021.

## STAR★METHODS

### KEY RESOURCES TABLE

### RESOURCE AVAILABILITY

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

- Raw and processed sequencing data generated for this study were deposited to NCBI GEO/SRA with accession number GSE245367 and are publicly available at the time of publication. Processed data relating to the results and method sections are shared in figshare
  - <https://doi.org/10.6084/m9.figshare.23631984.v1>
  - <https://doi.org/10.6084/m9.figshare.23632044.v1>
- All original code has been deposited at <https://zenodo.org/records/10051912> <https://github.com/jonathanflint2/CodeForMethylationPaper> and is publicly available as of the date of publication.

## EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

### Mouse strains

All experimental procedures using live animals were approved by UCLA's Animal Care and Use Committee (protocol number ARC-2018-026). Male mice from eight inbred strains A/J, C57BL/6J, BALB/cJ, FVB/J, DBA/2J, WSB/EiJ, PWK/PhJ, and CAST/EiJ were purchased from Jackson Laboratories at 8 weeks of age and transferred to UCLA where they were kept for at least 7 days before tissue extraction. Animals were housed with *ad libitum* food and water in a 12 h light-dark cycle.

## METHOD DETAILS

### Ventral hippocampus microdissections

How the deposited data were processed for this re-analysis (not part of the article)

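The data are single-nucleus RNA and ATAC sequencing of the ventral hippocampus of male B6 and D2 mice, with 2 libraries per strain in each assay and about 2 animals per library. The 24 samples of the series also include 16 single-nucleus methylation samples, which are not analysed here. Mutations were not analysed either, and the passages on CpG density use all CpG sites. The snRNA-seq and snATAC-seq values are counts that the authors deposited for each cell type and library.

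To make the deposited counts, the authors mapped snRNA-seq reads with Cell Ranger (introns retained) and snATAC-seq reads with Cell Ranger ATAC, against mm10 for B6 and an SNP-swapped mm10 for D2, with a GENCODE annotation whose release the paper's text does not name. They filtered nuclei, removed doublets with DoubletFinder, called snATAC-seq peaks per sample with MACS and merged them, assigned cell types, and summed raw counts over the nuclei of a cell type in each library. Their differential tests used DESeq2 at default parameters. The authors also deposited the number (count) of nuclei per cell type and library, which is given here as their number, with no test.

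Only the Exc-DG columns were used. The tables number the libraries 2 and 3 where the sample labels number the replicates 1 and 2, so a column could be placed in a strain and not on one sample. The 64 snRNA-seq and 56 snATAC-seq columns of other cell types were not used, and the planned comparison of other cell types and the planned permutation test of shares of nuclei were not run. Library totals were 10456569 and 11352265 (B6) and 9007032 and 7895793 (D2) for snRNA-seq, and 24157723 and 21463891 (B6) and 18111758 and 27815541 (D2) for snATAC-seq.

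The main test in each assay was edgeR 4.0.16 (R 4.3.3) with TMM normalization, a quasi-likelihood F test of D2 minus B6 without covariates, and Benjamini-Hochberg adjustment. Transcripts were kept by filterByExpr, which left 17723 of 33902 symbols, and peaks by at least 10 counts over the 4 libraries, which left 297387 of 300819. The biological coefficient of variation was 0.0584 for transcripts and 0.0441 for peaks. Standard errors of log2 fold changes were taken from the fold change and its F statistic. With 2 libraries against 2, an exact permutation test cannot go below p = 0.33, so p-values come from the models fitted across all transcripts or peaks. Folds against a strain at 0 are lower bounds against 3 counts over its 2 libraries, and they hold only for a feature that the gene list or reference used for that strain held. Intervals on shares are exact binomial at 95% and cover counting error only.

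The steps were tested on simulated counts drawn from the real means and library sizes with 200 changed features. For the snRNA-seq comparison of D2 with B6 over 17723 transcripts, edgeR recovered 100% and DESeq2 92% of them, and 3.38% of the calls of edgeR and 0 of those of DESeq2 were false. For the snATAC-seq comparison over 297387 peaks edgeR recovered 94.5% and DESeq2 71.5%, and 5.03% and 0 of the calls were false. These rates hold for the simulated counts only, and depend on the abundance, fold change and spread given to the simulated features. In the real counts edgeR called 6382 transcripts and 17758 peaks at adjusted p under 0.05, far more than the 200 changed features. The simulated rates therefore do not give the share of false calls among the real ones.

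Gene coordinates and types came from GENCODE vM21 and sequence from GRCm38. Of the 33902 symbols, 32709 had a single entry, and symbols with no entry held 1.04% of the counts. CpG density was the number of CpG dinucleotides in fixed windows of 2 kb, and a site was in high density at more than 40 CpG/Kb. Gene intervals reached 2 kb beyond each end of the gene. The CpG test used transcripts at unadjusted p under 0.05 within an absolute log2 fold change of 2, transformed to normal quantiles over sites, and 100000 permutations of fold changes among transcripts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and DESeq2 1.42.0 were used.

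The named transcripts are the 5 with the largest change in each direction among those at adjusted p under 0.05, at a mean of at least 5 CPM and with both D2 libraries on one side of both B6 libraries, and the named peaks are the 3 in each direction by the same rule. The markers of cell types, the genes in the paper's cluster names (Gpc6, Cdh12 and Lamp5) and 5 sex-linked genes were also fixed beforehand. None of the 3 genes in cluster names differed at adjusted p under 0.05 in edgeR (log2 fold changes from -0.06 to 0.20), at unadjusted p under 0.05 or with DESeq2, while Gpc6 passed without B6 library 3 (log2 fold change 0.56, adjusted p = 0.0264, edgeR). Of the 5 sex-linked genes, 2 were higher in D2, Xist and Eif2s3y, by edgeR over all transcripts and adjusted over the list alone. Other features named in the text were chosen after their values were seen, and the text says so.

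The alternatives set before the data were examined were DESeq2, RLE normalization, other filters on low counts, the library number as a block, each library left out, a log2 fold change limit of 1 and, for CpG density, a threshold of 38 CpG/Kb, windows of 1000 and 500 bp, other transcript sets, equal weights per gene and no transform. Alternatives chosen after seeing the data required counts in both strains, left out genes that overlap another gene on their strand, counted CpG cytosines of both strands, transformed over genes, or joined DESeq2 with the limit of 1. Leaving out overlapping genes kept only genes with a single GENCODE vM21 entry on a nuclear chromosome, so mitochondrial genes were left out too. The shift of the median log2 fold change of the features shared with the main test was taken for 4 settings of the snRNA-seq test, and was -0.012 with DESeq2, -0.0039 with RLE normalization, -0.016 without the filter and -0.00063 with counts in both strains. For peaks it was -0.0038 with DESeq2 and with RLE normalization. It was not taken for the other settings.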

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

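All tests in this part were chosen after the results were seen. They concern signals that the paper does not report on, namely symbols and peaks with counts in 1 strain and 0 in the other.

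In the Exc-DG counts, 1147 symbols had at least 50 counts in D2 and 0 in both B6 libraries, and they held 3.14% of the D2 counts. Lower depth in B6 is argued against, since at the D2 rate even the least abundant of these symbols would have 64.5 counts in B6. Of the 1147 symbols, 931 (81.2%) were TEC genes (sequences to be checked by experiment) or pseudogenes. Of all 5834 TEC and pseudogene symbols, 4592 had counts in D2 and 3 in B6 (Catspere1, Mgam2-ps and Zcwpw2). Of the 984 small and structural RNA symbols (snRNA, miRNA, snoRNA, scaRNA, rRNA, mitochondrial rRNA and tRNA, ribozyme and miscellaneous RNA), 700 had counts in D2 and 1 in B6, Gm22146. These 4 were named after their values were seen. A candidate explanation is that the gene lists used for counting differed between the strains. The near absence of whole gene classes from the B6 counts argues against transcription in D2 only as the source for the TEC genes and pseudogenes, and for 44 of the other 216 symbols, which are small and structural RNA. A further 55 are another symbol of a gene that was counted in B6 under its own symbol, with a median ratio near 1 as given below. Of the remaining 117 symbols, 58 have a snATAC-seq peak within 1 kb of the gene start (a promoter peak), and 5 of these peaks (8.62%, 95% exact binomial interval 2.86% to 19.0%) were higher in D2 at adjusted p under 0.05 in edgeR. The share was 30.5% (32 of 105) for larger-effect transcripts higher in D2 with counts in both strains (Fisher's exact test, two-sided, p = 0.00153) and 5.92% for all transcripts counted in both strains. This argues against transcription in D2 only for the 58 as a set, while single symbols among them stay open. For the 59 without such a peak, a gene list and transcription in D2 only cannot be told apart, because no value for them in B6 is independent of the list. Part of the 59 could not be assessed for a peak. Of the 1147 symbols, 101 have no GENCODE vM21 entry and so no gene start.

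In the other direction, 89 symbols had at least 50 counts in B6 and 0 in both D2 libraries, and they held 0.702% of the B6 counts. Of these, 55 (61.8%) have another symbol for the same gene that was counted in D2 only, against 9 of 14954 symbols (0.0602%) counted in both strains. The median log2 ratio of D2 under the new symbol to B6 under the old one was 0.073 (25th to 75th percentile -0.17 to 0.22), which argues against transcription in 1 strain only for these 55 genes. Of the 55 ratios, 52 lay within 1 of 0 on the log2 scale, and the exceptions, named after their values were seen, were Sept5 and Septin5 (-1.68), March1 and Marchf1 (-1.19) and D930016D06Rik and Thoc2l (3.74). These values are consistent with gene lists of different dates in the strains. Of the remaining 34 symbols, 18 have a promoter peak, and 4 of these (22.2%, 95% exact binomial interval 6.41% to 47.6%) were lower in D2 at adjusted p under 0.05 in edgeR, against 17.9% (29 of 162) for larger-effect transcripts lower in D2 with counts in both strains and 1.70% for all transcripts counted in both strains (Fisher's exact test against the last, two-sided, p = 0.000219). These values are consistent with transcription in B6 only for part of the 18, and sequence differences that affect mapping in both assays were not tested. For the 16 without such a peak, a gene list and transcription in B6 only cannot be told apart, because no value for them in D2 is independent of the list. Symbols with no GENCODE vM21 entry, such as AC163685.1, have no gene start and could not be assessed for a peak.

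All 43 snATAC-seq peaks on 4 unplaced scaffolds had counts in B6, 23941 together, and 0 in both D2 libraries. Of the 153521 peaks on chromosomes with at least 50 counts in B6, 115 (0.0749%) were at 0 in D2, against all 35 of the scaffold peaks at that depth. A D2 reference that lacked the scaffolds and the absence of these sequences from the D2 genome could each give 0 in all 43, and the counts cannot tell them apart, since the zeros are the pattern itself.

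The 115 chromosome peaks at 0 in D2 compare with 40 of 150223 peaks with at least 50 counts in D2 and 0 in B6. The densest group, found by counting them in bins of 1 Mb after the values were seen, was 9 peaks on chromosome 3 of GRCm38 from 88784760 to 88835553, over 1500004A13Rik, 5830417I10Rik and Gon4l, with 1627 counts in B6. A deletion in D2 relative to the reference, a difference in mapping and closed chromatin were not tested, so no explanation is given for these peaks.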

How the results depend on the processing

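The alternatives were fixed before the data were examined, except those that required counts in both strains, left out overlapping genes, counted both strands, transformed over genes, or joined DESeq2 with a limit of 1, and the slope on CpG density, which were chosen after seeing the data.

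The number of Exc-DG transcripts at unadjusted p under 0.05 lay between 6609 (DESeq2) and 10564 (no filter) under the tools and filters fixed beforehand, and between 6270 and 7796 with each library left out. Requiring counts in both strains gave 5888, also leaving out genes that overlap another gene on their strand gave 4160, and DESeq2 with counts in both strains gave 3750. At adjusted p under 0.05 these 3 settings gave 4029, 2679 and 2189, against 6382 with edgeR and 4835 with DESeq2, and between 4679 and 6461 with each library left out. The first 2 settings test fewer transcripts, 15844 and 11816 against 17723. The cause of the difference between the tools was not tested.

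Under the log2 fold change limit, DESeq2 gave 3066 transcripts, or 2519 at a limit of 1 and 3287 with counts in both strains, against 5456 with edgeR, and the cause was not tested. With each library left out the number lay between 3979 and 4992. The share of larger-effect transcripts lower in D2 was 14.5% and stayed under 50% in every alternative fixed beforehand, from 11.0% with DESeq2 to 24.5% at a limit of 1, and from 12.5% to 19.4% with each library left out. It reversed to 57.6% with edgeR (binomial p = 0.00243) and 55.1% with DESeq2 (binomial p = 0.0324) when counts in both strains were required, which removes the transcripts counted in 1 strain by construction. With overlapping genes also left out it was 42.8% (binomial p = 0.0372). That setting also leaves out mitochondrial genes and symbols without a single GENCODE vM21 entry on a nuclear chromosome. The change in direction at the limit of 2 thus cannot be assigned to overlapping genes alone. At a limit of 1 the share with counts in both strains was 53.3% with edgeR (binomial p = 0.0214) and 55.5% with DESeq2 (binomial p = 0.000365). Without overlapping genes it was 47.2% (395 of 836, binomial p = 0.12), which leaves the direction at that limit undecided.

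The number of snATAC-seq peaks at adjusted p under 0.05 was 17758, between 17035 and 17664 under the other settings of edgeR with 4 libraries, and 4849 with DESeq2. The cause was not tested. With each library left out it lay between 10688 and 13588, and it moved by over 1.5 times without B6 library 2 (10688) and without D2 library 3 (11572). A lone library was assumed to vary like the other strain.

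The difference in the D2:B6 ratio between high and low CpG density stayed above 0 with a permutation p under 0.05 in every alternative run, from 0.0886 (permutation p = 0.00151) without D2 library 3 to 0.230 without D2 library 2. Without D2 library 3 it moved by over 1.5 times, as with DESeq2 (0.0982) and with DESeq2 and counts in both strains (0.0932). The permutations are of transcripts and not of libraries. The slope in low density was past the threshold with edgeR (0.00591) and not with DESeq2 (0.00092, permutation p = 0.665), and the cause was not tested.

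Same-numbered libraries did not deviate together, with correlations of -0.053 for snRNA-seq and 0.049 for snATAC-seq, so they share only a number. With a replicate block the counts were 7727 transcripts at unadjusted p under 0.05, 6395 at adjusted p under 0.05, 5366 under the limit and 17664 peaks.

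Of 623 values of named transcripts under alternatives, none changed direction with a call. Under those fixed beforehand 470 kept their side of the threshold, 12 lost it and 6 gained it, and under those chosen later 130 kept it and 5 lost it. Xist lost it under DESeq2 (adjusted p = 0.462), the block (0.0711) and without each of the libraries (from 0.0568 to 0.364). C1ql2 lost it without D2 library 2 (log2 fold change -0.24, adjusted p = 0.245, edgeR), and Dsp without B6 library 2 (adjusted p = 0.0792) and D2 library 3 (0.0729). The 144 values of the 16 named peaks all kept their side. The planned comparison of other cell types and the permutation test of shares of nuclei were not run. Depth limits transcripts near the floor of 3 counts, where only bounds are given.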

Differences from the paper's values

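The paper's number of Exc-DG transcripts at unadjusted p under 0.05 is 2049, and the value here is 7819. None of the alternatives set before the data were examined comes within 1.5 times of the paper's value, including DESeq2 at default parameters (6609), the other normalization, no filter, the replicate block (7727) and each library left out (6270 to 7796). At adjusted p under 0.05, which is not the paper's threshold, 2 settings chosen after seeing the values lie within 1.5 times of it, DESeq2 with counts in both strains (2189) and edgeR with counts in both strains and no overlapping gene (2679). How many of the paper's own transcripts they drop was not counted, since its list was not used here.

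For the smaller-effect set the paper's number is 1555 genes, and the value here is 5456 transcripts. No alternative set before the data were examined comes within 1.5 times of it, the lowest being DESeq2 (3066), and a limit of 1 gave 4598. The 2 choices together, run afterwards, gave 2519, which also lies outside 1.5 times.

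The paper's mean normalized D2:B6 ratio at sites without mutations in high CpG density is 0.034, and the value here is 0.147. The sites here are all CpGs in the gene intervals, since methylation calls and variants were not used, so the set is wider than the paper's. Every alternative set before the data were examined differs as well, from -0.0022 on the log2 scale without the transform, and 0.0812 without D2 library 3, to 0.211 without D2 library 2. Among those chosen after seeing the values, the transform over genes gave 0.00623.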

Other observations

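The tests in this part were chosen after the results were seen, except those of the marker genes Trp73 and Reln, which were fixed beforehand.

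Of the 2363 larger-effect transcripts, 1856 had counts in D2 only, 108 in B6 only and 399 in both strains, and of the 399, 165 were higher and 234 lower in D2. Among 15495 transcripts with counts in both strains, 886 overlap a gene on their strand that was counted in D2 only, and their median log2 ratio of D2 to B6 was -0.20, against 0.02 for the rest (permutation of genes, two-sided, p = 1e-04, the smallest that 10000 permutations can give). For the 143 overlapped over at least 50% of their length the median was -1.05. Such overlaps made up 18.7% of 219 larger-effect transcripts lower in D2, 1.28% of 156 higher in D2 and 5.72% of all. Reads may thus have been lost in D2 to the overlapping gene. Lower transcription of the overlapped genes in D2 is argued against as the source for the set, since of the 69 with a promoter peak that were overlapped this far and had a log2 ratio under -1 at adjusted p under 0.05, 1 (1.45%, 95% exact binomial interval 0.0367% to 7.81%) had a promoter peak that was lower in D2, against 17.7% (71 of 401) of the transcripts without overlap and with such ratios (Fisher's exact test, two-sided, p = 9.54e-05). Over all 134 of the 143 with a promoter peak, 8 peaks were higher and 2 lower in D2. Among larger-effect transcripts with counts in both strains, peaks followed the transcript, with 29 lower and 3 higher for those lower in D2 and 32 higher and 3 lower for those higher in D2. Single genes stay open.

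Across 13776 transcripts with a promoter peak, the log2 ratio of D2 to B6 of transcript and peak had a Spearman rho of 0.136 and a Pearson r of 0.160 (permutation of genes, p = 0.001 for rho, the smallest that 1000 permutations can give), and transcripts are not independent replicates. Of 429 transcripts with both differences at adjusted p under 0.05 in edgeR, 331 (77.2%, 95% exact binomial interval 72.9% to 81.0%) shared their direction, against 51.9% by chance (permutation p = 1e-04, the smallest that 10000 permutations can give). The hypothesis that part of the transcript differences goes with promoter accessibility may be followed up from these, and variants that affect mapping in both assays were not tested.

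Of the 13 mitochondrial protein-coding genes, those found in a larger part in copies on chromosomes were lower in D2 (Spearman rho -0.571 and Pearson r -0.734 across genes, permutation p = 0.0445 for rho). The median log2 ratio was -6.00 for the 8 genes found there over more than 50% and -0.37 for the other 5. mt-Co2 had 8069 counts in B6 and 6 in D2, and mt-Co3 had 11541 and 46. An exception was mt-Atp8, which is found there in full, overlaps mt-Atp6 and had 498 and 382 counts. Another was mt-Nd4, found there over 63.0%, with a log2 fold change of -0.84. This was smaller than for mt-Co1 (63.9%, -3.01) and for mt-Nd6 (7.36%, -1.17). A candidate explanation is that reads were shared with those copies, which only the D2 gene list held as genes. These genes were named after their values were seen. A snATAC-seq peak inside the largest copy, on chromosome 1 of GRCm38 from 24612289 to 24612814, had 212 and 154 counts in D2 and 0 in B6, at least 125-fold higher. Of its sequence words, 95.4% are found in the mitochondrial sequence. Whether the D2 snATAC-seq reference lacked the mitochondrial sequence cannot be told apart from other sources, since 1 peak matched.

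The higher D2:B6 ratio at high CpG density may come in part from a bias of single libraries with CpG content. The gap between the 2 D2 libraries in log2 CPM at high minus low density was 0.053, and the difference between the strains was 0.050. The design of 2 libraries against 2 keeps this open, and a difference between the strains was tested over transcripts only.

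Of peaks higher in D2 at adjusted p under 0.05 in edgeR, 4.51% (454 of 10077, 95% exact binomial interval 4.11% to 4.93%) lay in windows with more than 40 CpG/Kb. The share was 1.82% (139 of 7638, 1.53% to 2.15%) for peaks lower in D2 on chromosomes.

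Among the marker genes, Trp73 was at 0.372 CPM in B6 and 4.88 CPM in D2 (log2 fold change 3.67, adjusted p = 1.78e-06, edgeR, and 6.7e-06 with DESeq2). Reln, which overlaps another gene on its strand, was at 10.1 ± 1.81 CPM (SD, n = 2 libraries) in B6 and 3.71 ± 1.55 CPM in D2 (log2 fold change -1.43, adjusted p = 0.000377, edgeR). Both are markers of the CR cluster, and they moved in opposite directions.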
